# ACTL6A protects gastric cancer cells against ferroptosis through induction of glutathione synthesis

**DOI:** 10.1038/s41467-023-39901-8

**Published:** 2023-07-13

**Authors:** Ziqing Yang, Shaomin Zou, Yijing Zhang, Jieping Zhang, Peng Zhang, Lishi Xiao, Yunling Xie, Manqi Meng, Junyan Feng, Liang Kang, Mong-Hong Lee, Lekun Fang

**Keywords:** Cancer metabolism, Gastrointestinal cancer

## Abstract

Gastric cancer (GC), one of the most common malignant tumors in the world, exhibits a rapid metastasis rate and causes high mortality. Diagnostic markers and potential therapeutic targets for GCs are urgently needed. Here we show that Actin-like protein 6 A (ACTL6A), encoding an SWI/SNF subunit, is highly expressed in GCs. ACTL6A is found to be critical for regulating the glutathione (GSH) metabolism pathway because it upregulates γ-glutamyl-cysteine ligase catalytic subunit (GCLC) expression, thereby reducing reactive oxygen species (ROS) levels and inhibiting ferroptosis, a regulated form of cell death driven by the accumulation of lipid-based ROS. Mechanistic studies show that ACTL6A upregulates GCLC as a cotranscription factor with Nuclear factor (erythroid-derived 2)-like 2 (NRF2) and that the hydrophobic region of ACTL6A plays an important role. Our data highlight the oncogenic role of ACTL6A in GCs and indicate that inhibition of ACTL6A or GCLC could be a potential treatment strategy for GCs.

## Abstract (web summary)

Diagnostic markers and therapeutic targets for gastric cancer are in urgent need. Here, the authors 2 find elevated expression of ACTL6A in gastric cancer promotes glutathione synthesis by regulating 3 GCLC expression to suppress ferroptosis.

## Introduction

Gastric cancer (GC) ranks as the fifth most frequently diagnosed cancer and the fourth most common cause of cancer death globally^1^. Recently, analysis of high-throughput and genomic technology allowed GCs to be studied at the molecular level. Molecular profiling data have greatly facilitated the identification of candidate gene driver alterations in GC, such as gene mutations, chromosomal alterations, transcriptional changes, and dysregulated epigenetic modifications^2,3^. Studies have shown that compared with more traditional histopathological classifications, cancer classifications based on molecular data may prove to be more clinically impactful in terms of predicting treatment and patient prognosis^4,5^. Therefore, the identification of more GC biomarkers may increase the survival time of GC patients.

Actin-like protein 6A (ACTL6A), also known as 53 kDa BRG-1/human BRM-associated factor (BAF53a), is involved in diverse cellular processes, such as vesicular transport, spindle orientation, nuclear migration, the cell cycle, and chromatin remodeling^6–9^. Moreover, ACTL6A has been reported to be related to the tumorigenesis of several cancers^10^. For example, Saladi et al. showed that ACTL6A was frequently amplified and highly expressed with TP63 and that they coordinated a regulatory on WWC1 to mediate oncogenic YAP activity, contributing to outcomes of patients with head and neck squamous cell carcinoma^11^. Zeng et al. reported that ACTL6A exhibited protumor function and was an activator of the epithelial-to-mesenchymal transition (EMT) in colon cancer^12^. In addition, Shuai Xiao et al. showed that ACTL6A promoted metastasis and the EMT by activating SOX2/Notch1 signaling in hepatocellular carcinoma^13^. Another study suggested that ACTL6A suppressed p21(Cip1) promoter activity to reduce p21Cip1 protein expression, which was a mechanism to maintain the aggressive phenotype of epidermal squamous cell carcinoma^14^. Furthermore, ACTL6A has been identified as a transcriptional regulator and driving pathways that are of specific benefit to the malignant elements within the tumor^15^. Although ACTL6A has been characterized as an oncogene in many human cancers, its role in GC is unknown, and knowledge of the underlying mechanisms is limited.

Metabolic reprogramming driven by oncogenes allows cancer cells to maintain deregulated cell proliferation, withstand metabolic challenges that are associated with diminished oxygen and nutrients, maintain a dedifferentiated state through alterations in global patterns of gene expression, and corrupt the surrounding microenvironment to actively facilitate tumor growth and dissemination^16–18^. Glutathione (GSH), an abundant antioxidant that maintains a correct redox balance in cells, is essential for the protection of tumor cells against oxidative stress, such as stress induced by reactive oxygen species (ROS)^19–23^. GSH is synthesized from cysteine, glutamate, and glycine by the ATP-dependent enzyme γ-glutamyl-cysteine (γ-GC) ligase (GCL) synthetase, which is composed of the γ-GC ligase catalytic subunit (GCLC), the γ-GC modifier subunit (GCLM), and GSH synthetase (GSS)^24^. Ogiwara et al. showed that ARID1A-deficient cancer cells expressed low levels of the key cystine transporter SLC7A11 and thus exhibited low basal levels of GSH, which made these cancer cells specifically vulnerable to inhibition of the GSH metabolic pathway^25^. Harris et al. showed that GSH is required for cancer initiation partially because of the upregulated activation of the thioredoxin (TXN) antioxidant pathway and inhibition of both GSH and TXN pathway activation, synergistically inhibiting tumor growth^26^. These studies revealed that GSH metabolism plays an important role in tumor initiation and progression, but the role played by GSH and the mechanism of GSH action in GC remain unclear.

Ferroptosis, a form of regulated cell death that is characterized by the iron-dependent accumulation of lipid hydroperoxides, is morphologically and mechanistically different than apoptosis^27–31^. Ferroptotic cell death is associated with various pathological conditions, including acute kidney injury, hepatocellular degeneration and hemochromatosis, traumatic brain injury, neurodegeneration and carcinogenesis^32–37^. Due to the role played by GSH in regulating redox balance, some molecules involved in GSH metabolism, such as glutathione peroxidase 4 (GPX4), GCLC and the cystine transporter solute carrier family 7 member 11 (SLC7A11), have been reported to inhibit the ferroptosis of cancer cells^38–44^. This evidence indicates that research on ferroptosis-inducing methods is of great significance for cancer treatment. However, the mechanism of cell type-specific ferroptosis sensitivity remains unclear, and the inherent susceptibility to ferroptosis of untreated cancers varies significantly by organ system^39^.

In the present study, we systematically showed that ACTL6A functions as a regulator of GSH synthesis and then inhibits ferroptosis of GC cells in vitro and in vivo. Through stable isotope tracing and chromatin-immunoprecipitation (ChIP) assay, we also found that ACTL6A promotes GSH synthesis by upregulating the rate-limiting enzyme GCLC as a co-transcription factor. Furthermore, we revealed that the hydrophobic domain of ACTL6A is essential to the ACTL6A-GCLC-GSH synthesis-ferroptosis axis. Our findings indicated that ACTL6A is a promising target of GC treatment and give an implication for understanding the mechanisms of metabolic reprogramming and the ferroptosis pathway in GC.

## Results

### ACTL6A is overexpressed in GC and promotes GC progress

First, analysis of mRNA expression data obtained from the GC datasets GSE13911, GSE27342, GSE13861 in the Gene Expression Omnibus (GEO) demonstrated that the ACTL6A expression level was higher in cancer tissues than in normal tissues (Fig. 1a–c and Supplementary Fig. 1a). Then we validated that ACTL6A mRNA expression levels were upregulated in GC through analysis of 21 paired samples of GC tissue and adjacent normal mucosa revealed (Fig. 1d).

**Fig. 1:**
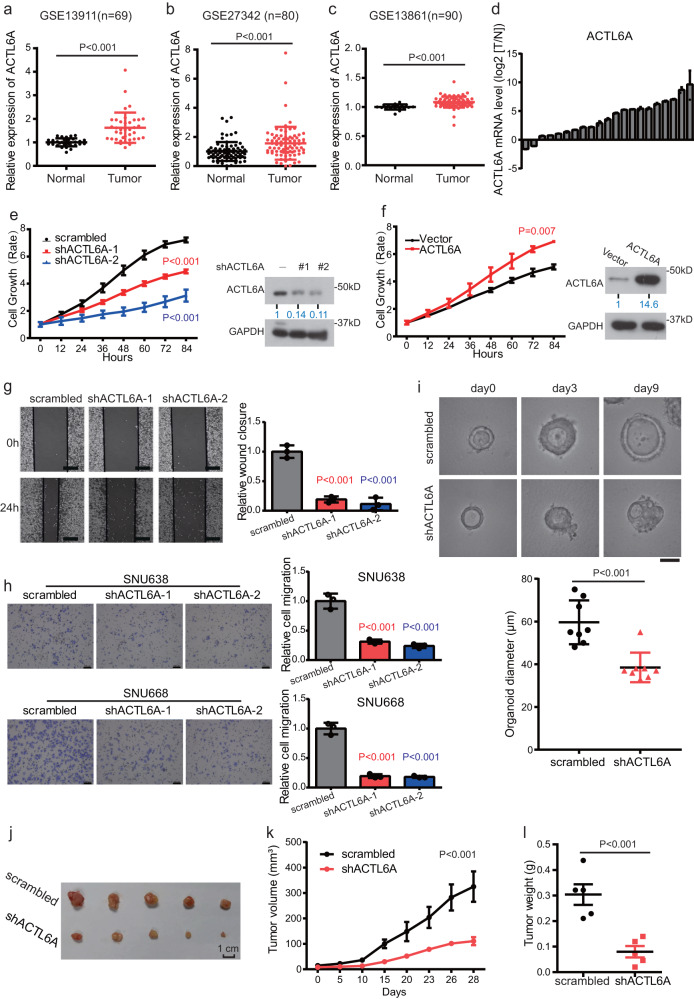
ACTL6A is overexpressed in GC and promotes GC progress. **a**–**c** ACTL6A expression levels in GC and normal tissue from three GEO datasets, GSE13911(**a**), GSE27342 (**b**), and GSE13861 (**c**). The data are presented as the means ± SD (standard deviation). **d** Waterfall plot of the relative ACTL6A mRNA levels from 21 paired samples of GC and normal tissue measured using qRT-PCR. The log2 T/N ACTL6A mRNA levels are presented. Each bar chart represents one case, presented as the means ± SD. **e** Relative cell growth rate of SNU638 cells treated with ACTL6A shRNA and scrambled shRNA. The data are presented as the means ± SEM, *n* = 3 biologically independent experiments. Western blot analysis of ACTL6A protein level is shown. **f** Relative cell growth rate of SNU638 cells treated with flag-ACTL6A and vector. The data are presented as the means ± SEM, *n* = 3 biologically independent experiments. Western blot analysis of ACTL6A protein level is shown. **g** Wound-healing assay of SNU638 cells treated with ACTL6A shRNA or scrambled shRNA. Scale bar, 200 μm. The data are presented as the means ± SD, *n* = 3 biologically independent experiments. **h** Transwell migration assay of SNU638 and SNU668 cells treated with ACTL6A shRNA or scrambled shRNA. The scale, 100 μm. The data are presented as the means ± SD, *n* = 3 biologically independent experiments. **i** Patient-derived organoids (PDOs) were treated with ACTL6A shRNA or scrambled for 9 days. Representative pictures at day 0, day 3, and day 9. Scale bar, 25 μm. The size of organoids on the 9th day were calculated, presented as the means ± SD, *n* = 8 for each group. **j**–**l** Xenograft experiment. SNU638 cells (1 × 10^6^) treated with ACTL6A shRNA or scrambled were subcutaneously injected into nude mice (*n* = 5 for each group). Images (**j**), tumor volumes (**k**) and tumor weight (**l**) are shown. The data are presented as the means ± SD. *P* values were determined by unpaired two-tailed T test for panels **a**–**c**, **g**–**i**, **l** and two-way ANOVA followed by Tukey test for panels **e**, **f**, **k**.

Then, we further explored the role played ACTL6A in GC tumor progress. ACTL6A knockdown (KD) via short hairpin RNA (shRNA) transfection exerted a marked negative effect on GC cell proliferation, while overexpression of ACTL6A exerted a positive effect on GC cell proliferation (Fig. 1e, f and Supplementary Fig. 1b). Moreover, ACTL6A overexpression relieved the inhibited GC cell proliferation caused by ACTL6A expression knockdown (Supplementary Fig 1c, d). Introduction of shRNA to knock down ACTL6A expression inhibited the wound healing and metastatic ability of GC cells (Fig. 1g, h). Furthermore, ACTL6A KD via shRNA inhibited patient-derived organoid (PDO) growth, and organoids with ACTL6A KD had a compact morphology with no lumen (Fig. 1i). As shown in Fig. 1j–l, knocking down ACTL6A significantly reduced SNU638 xenograft growth.

In conclusion, ACTL6A is highly expressed in GC, and its positive impact on GC cell growth contributes to its oncogenic effect.

### ACTL6A reprograms GSH metabolism to maintain GC malignant progression

To identify the roles played by ACTL6A in GC, we performed an RNA array in ACTL6A-KD SNU638 cells. We then performed a gene set enrichment analysis (GSEA) to determine the association between the expression of ACTL6A and signaling pathways in the RNA array results, which indicated significant differences between ACTL6A-KD cells and control cells in multiple metabolism-related pathways, among which GSH metabolism ranked as one of the most highly correlated pathways (Fig. 2a and Supplementary Fig. 2a). This result could be repeated in two other datasets of GC, GSE15459 and GSE27342 (Fig. 2b, c).

**Fig. 2:**
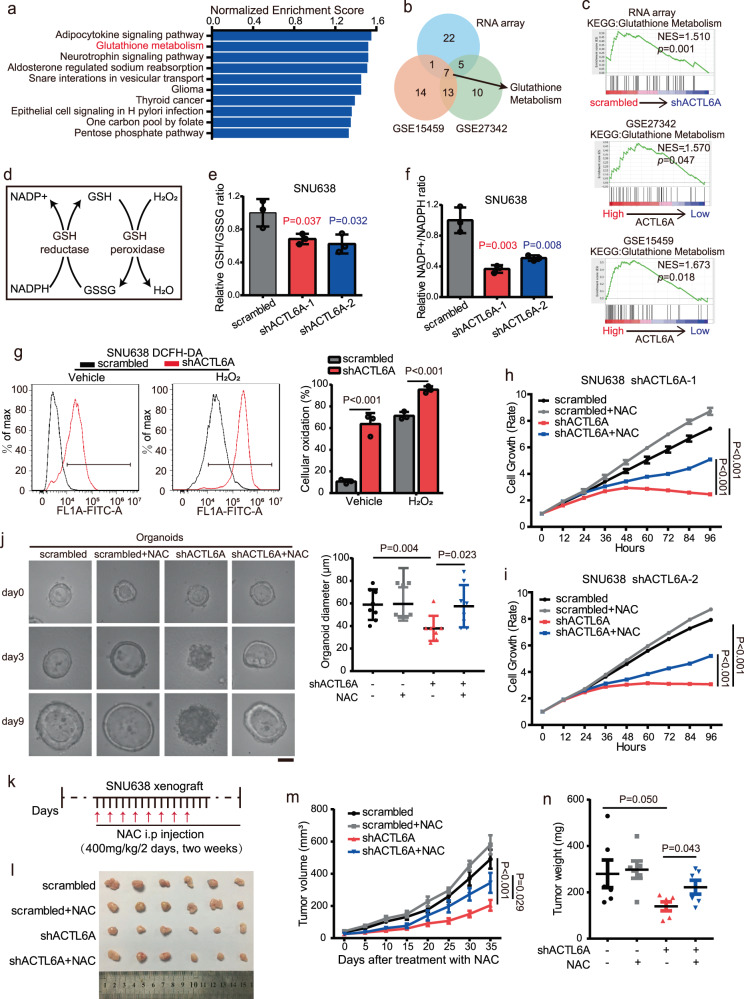
ACTL6A reprograms GSH metabolism to maintain GC malignant progression. **a** Gene categories significantly (*P* ≤ 0.05) enriched for genes deregulated in KEGG pathways, owing to knockdown of ACTL6A in SNU638 cells. **b** Venn diagram illustrating the overlap among the top 35 enriched pathways of RNA array and two GC databases. **c** An enrichment analysis of gene sets available from RNA array and two GC databases revealed that ACTL6A expression is positively correlated with Glutathione Metabolism. **d** Schematic of GSH/GSSG cycle that affects oxidative stress and NADPH/NADP+ ratio. **e** Measurement of relative GSH/GSSG ratio in SNU638 cells treated with ACTL6A shRNA and scrambled shRNA. The data are presented as the means ± SD, *n* = 3 biologically independent experiments. **f** Measurement of relative NADP + /NADPH ratio in SNU638 cells treated with ACTL6A shRNA and scrambled shRNA. The data are presented as the means ± SD, *n* = 3 biologically independent experiments. **g** Relative DCFH-DA fluorescence intensity measured by flow cytometry, SNU638 cells are treated with ACTL6A shRNA and scrambled shRNA and cultured with or without 50 μM H_2_O_2_ for 24 h. Data are presented as the means ± SD, *n* = 3 biologically independent experiments. **h**, **i** Relative cell growth rate of SNU638 cells treated with ACTL6A shRNA or scrambled shRNA and cultured with or without 100 μM NAC. The data are presented as the means ± SEM, *n* = 3 biologically independent experiments. **j** PDOs were treated with ACTL6A shRNA or scrambled shRNA and cultured with or without 100 μM NAC for 9 days. Representative pictures at day 0, day 3, and day 9 after being treated with NAC were shown. Scale bars represent 25 μm. The size of organoids on the 9th day was calculated, presented as the means ± SD, *n* = 8 for each group. **k**–**n** SNU638 cells (1 × 10^6^) treated with ACTL6A shRNA or scrambled shRNA were transplanted to nude mice (*n* = 6 for each group). Mice were treated with or without NAC (**k**). Images (**l**), tumor volumes (**m**) and tumor weight (**n**) are shown. The data are presented as the means ± SD. *P* values were determined by unpaired two-tailed T test for panels **e**–**g**, **j**, **n**, and two-way ANOVA followed by Tukey test for panels **h**, **i**, **m**.

GSH, an antioxidant, protects cancer cells from oxidative stress via the GSH/GSSG cycle, which decreases intracellular ROS levels and transforms NADPH to NADP+ (Fig. 2d), thereby promoting tumor growth^16^. We verified the impact of ACTL6A on GSH synthesis and confirmed that ACTL6A KD led to reduced expression of certain genes (GCLC, GPX2, GPX4, SLC7A11, SLC1A5, GSS, GLS, etc.) involved in the GSH synthesis pathway (Supplementary Fig. 2b). We also showed that GSH/GSSG and NADP + /NADPH ratios were reduced in ACTL6A-KD cells (Fig. 2e, f and Supplementary Fig. 2c). Additionally, as detected with a Seahorse XF analyzer, we found that the oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) were both decreased in ACTL6A-KD cells (Supplementary Fig 2d, e). Next, we detected the levels of DCFH-DA and found that, compared to control cells, the ROS levels were significantly higher in ACTL6A-KD cells with or without H_2_O_2_ treatment (Fig. 2g and Supplementary Fig 2f).

Furthermore, we found that N-acetylcysteine (NAC), an antioxidant, reestablished ACTL6A-KD cell proliferation (Fig. 2h, i and Supplementary Fig. 2g). Treatment with NAC restored the sizes of ACTL6A-KD PDOs that had been decreased, and enabled organoids regained a cystic structure (Fig. 2j). To determine the in vivo functional contribution of ACTL6A to tumor progress, we performed GC xenograft mouse model experiments. Knocking down ACTL6A expression with shACTL6A significantly reduced tumor growth, and NAC treatment (intraperitoneal (i.p.) injection, 200 mg/kg/day) significantly reversed this effect (Fig. 2k–n).

In conclusion, ACTL6A accelerates GSH synthesis and then reduces ROS levels to support GC tumor growth.

### ACTL6A inhibits ferroptosis of GC cells

Because ferroptosis is linked to ROS and GSH regulation, we sought to determine whether ACTL6A inhibits the ferroptosis of GC cells. We found that cell viability was significantly restored by ferroptosis inhibitor ferrostatin-1 (Fer-1) treatment in ACTL6A-ablated cells but not by apoptosis inhibitor ZVAD-FMK or necroptosis inhibitor necrostatin-1 treatment (Fig. 3a and Supplementary Fig 3a). Furthermore, we observed that ACTL6A suppression sensitized GC cells to H_2_O_2_, erastin, and buthionine sulfoximine (BSO), which are ferroptosis inducers, but not to compounds (e.g., etoposide and doxorubicin) that inhibit cell growth through other mechanisms (Fig. 3b–f). A hallmark of ferroptosis is the accumulation of lipid peroxide; therefore, we performed C11-BODIPY staining in cells expressing shACTL6A and found that the lipid peroxidation levels had increased and that the phenotypes were more obvious in cells treated with erastin and could be changed by Fer-1 treatment (Fig. 3g and Supplementary Fig 3c). Furthermore, treatment with Fer-1 relieved the inhibition of PDO growth that had been induced by ACTL6A KD, and enabled organoids regained a cystic structure (Fig. 3h). Importantly, by immunohistochemical (IHC) staining of xenograft tumor tissues, we found that knocking down ACTL6A expression significantly decreased the level of Ki67, a proliferation marker, and increased that of 4-hydroxy-2-noneal (4-HNE)^45^, a lipid peroxidation marker (Fig. 3i). In addition, knocking down ACTL6A increased the expression levels of prostaglandin-endoperoxide synthase 2 (PTGS2) (Supplementary Fig 3b), which is a ferroptosis marker^30,46^.

**Fig. 3:**
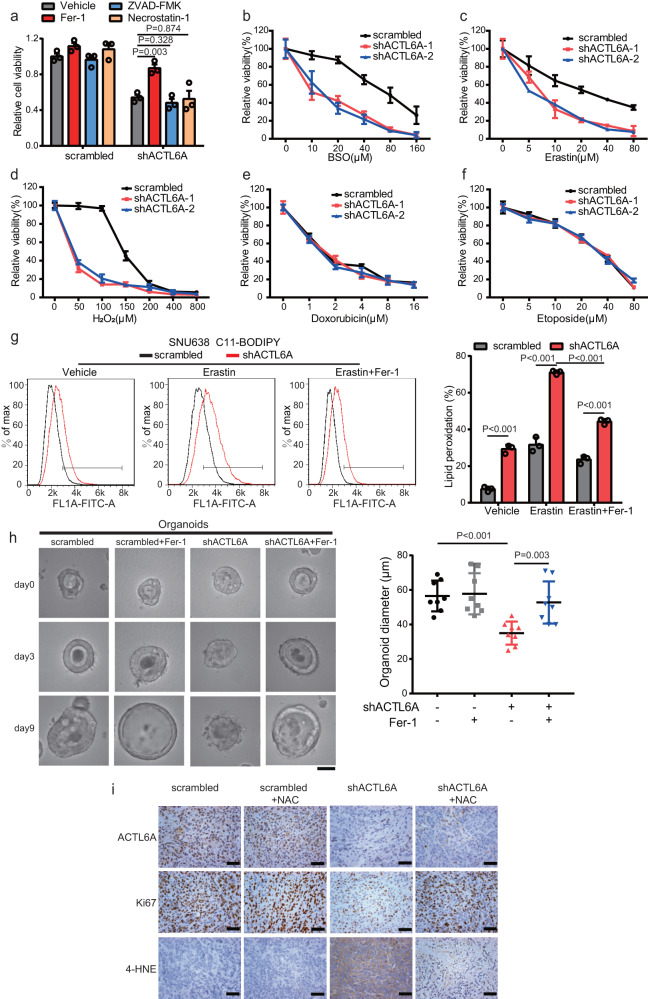
ACTL6A inhibits ferroptotic cell death. **a** Viability of SNU638 cells treated with ACTL6A shRNA or scrambled shRNA after 24 h cultured with or without 1 μM Fer-1, 2 μM necrostatin-1, 5 μM ZVAD-FMK. The data are presented as the means ± SD, *n* = 3 biologically independent experiments. **b**–**f** Viability of SNU638 cells treated with ACTL6A shRNA or scrambled shRNA after 24 h cultured with or without varying concentrations of BSO (**b**), erastin (**c**), H_2_O_2_ (**d**), doxorubicin (**e**), and etoposide (**f**). The data are presented as the means ± SD, *n* = 3 biologically independent experiments. **g** Relative C11-BODIPY fluorescence measured by flow cytometry of SNU638 cells treated with ACTL6A shRNA or scrambled shRNA and cultured with either erastin (10 μM), Fer-1 (1 μM) or both for 24 h. The percentages of lipid peroxidation are presented as the means ± SD, *n* = 3 biologically independent experiments. **h** PDOs were treated with ACTL6A shRNA or scrambled shRNA and cultured with or without 5 μM Fer-1 for 9 days. Representative pictures at day 0, day 3, and day 9 after being treated with Fer-1 were shown. Scale bars represent 25μm. The size of organoids on the 9th day were calculated. Data are presented as the means ± SD, *n* = 8 for each group. **i** Immunohistochemical (IHC) staining for ACTL6A, Ki-67 and 4-HNE in xenograft tissues derived from ACTL6A-knockdown SNU638 cells in mice treated with or without NAC. Scale bars represent 50 μm. *P* values were determined by unpaired two-tailed T test for panels **a**, **g**, **h**.

Therefore, inhibition of GSH biosynthesis via ACTL6A ablation promotes the induction of ferroptosis and sensitizes cells to oxidative stress.

### ACTL6A impacts GSH de novo synthesis mainly by upregulating γ-glutamyl-cysteine synthesis

To further assess the mechanism by which ACTL6A regulates GSH metabolism, we investigated the metabolic fate of U-^13^C glucose by liquid chromatography with mass spectrometry (LC–MS), which produces γ-GC containing two ^13^C atoms via GSH de novo synthesis pathway, GSH containing two ^13^C atoms via GSH de novo synthesis or the SGOC pathway, or four ^13^C atoms via both pathways (Fig. 4a). As a result, no significant change in the total contributions of U^13^C-glucose to glutamate, serine or glycine was observed (Fig. 4b–d). Nevertheless, analysis of the mass isotopomer contribution of U-^13^C glucose to γ-GC and GSH showed that the levels of M + 2-labeled [^13^C] -γ-GC and M + 2- and M + 4-labeled [^13^C]-GSH were reduced in shACTL6A-expressing cells (Fig. 4e, f). In addition, we investigated the metabolic fate of U-^13^C glutamine, which produces γ-GC and GSH containing five ^13^C atoms via GSH de novo synthesis (Fig. 4g). Consistently, there was no significant change in the total contributions of U^13^C-glucose to glutamate (Fig. 4h). Moreover, analysis of mass isotopomer contribution of U-^13^C glutamine to γ-GC and GSH confirmed the reduction in M + 5-labeled [^13^C]-γ-GC and M + 5-labeled [^13^C]-GSH in the shACTL6A-expressing cells. (Fig. 4i, j). As expected, the total intracellular γ-GC and GSH pools were significantly decreased in cells expressing shACTL6A (Supplementary Fig 4a, b). Additionally, we detected metabolites of SNU638 xenograft tumor tissues by LC–MS and found that γ-GC and GSH expression was downregulated after ACTL6A expression was knocked down (Supplementary Fig. 4c, d).

**Fig. 4:**
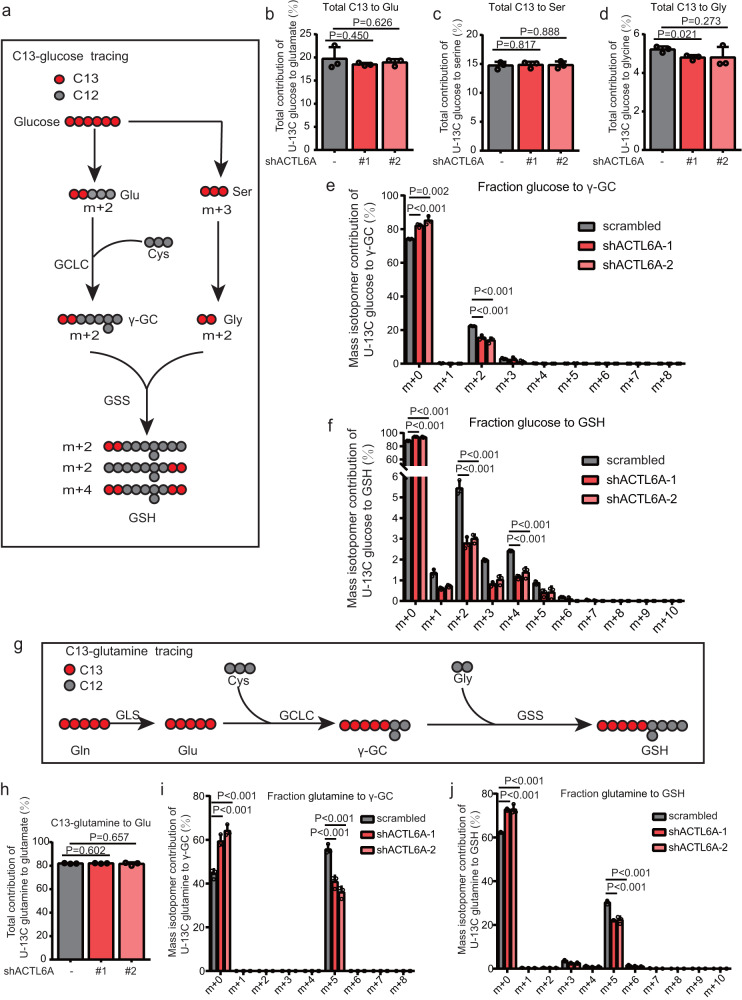
ACTL6A impacts GSH de novo synthesis mainly by upregulating γ-glutamyl-cysteine synthesis. **a** Schematic metabolic map of [U-^13^C] glucose-labeled GSH de novo synthesis. Glu, glutamate; Cys, cysteine; Ser, serine; Gly, glycine. γ-GC, γ-glutamyl-cysteine; GSH, glutathione. **b**–**d** Incorporation of carbon atoms from [U-^13^C] glucose into glutamate (**b**), serine (**c**), and glycine (**d**) in scrambled and ACTL6A-KD SNU638 cells. Data are presented as the means ± SD, *n* = 3 biologically independent experiments. **e** Fractional contribution of carbon atoms from [U-^13^C] glucose into the γ-GC (m + 0 to m + 10) isotopomers in scrambled and ACTL6A-KD SNU638 cells. Data are presented as the means ± SD, *n* = 3 biologically independent experiments. **f** Fractional contribution of carbon atoms from [U-^13^C glucose into the GSH (m + 0 to m + 10) isotopomers in scrambled and ACTL6A-KD SNU638 cells. Data are presented as the means ± SD, *n* = 3 biologically independent experiments. **g** Schematic metabolic map of [U-^13^C glutamine]-labeled GSH de novo synthesis. Gln glutamine, Glu glutamate, Cys cysteine; Gly, glycine, γ-GC γ-glutamyl-cysteine, GSH glutathione. **h** Incorporation of carbon atoms from [U-^13^C] glutamine into glutamate in scrambled and ACTL6A-KD SNU638 cells. Data are presented as the means ± SD, *n* = 3 biologically independent experiments. **i** Fractional contribution of carbon atoms from [U-^13^C] glutamine into the γ-GC (m + 0 to m + 10) isotopomers in scrambled and ACTL6A-KD SNU638 cells. Data are presented as the means ± SD, *n* = 3 biologically independent experiments. **j** Fractional contribution of carbon atoms from [U-^13^C] glutamine into the GSH (m + 0 to m + 10) isotopomers in scrambled and ACTL6A-KD SNU638 cells. Data are presented as the means ± SD, *n* = 3 biologically independent experiments. *P* values were determined by unpaired two-tailed T test for panels **b**–**f**, **h**–**j**.

Together, these findings enabled us to conclude that ACTL6A impacted GSH de novo synthesis mainly by regulating the synthesis of γ-GC.

### ACTL6A regulates GCLC in transcriptional level via NRF2

The synthesis of γ-GC is catalyzed by GCL, which is the rate-limiting enzyme in the GSH biosynthesis pathway. GCL is a heterodimer comprising a catalytic subunit (GCLC) and a regulatory subunit (GCLM)^47^. We showed that the GCLC mRNA expression level was downregulated by ACTL6A KD and was upregulated when ACTL6A was overexpressed, but the GCLM expression was not changed (Supplementary Fig 5a, b). Knocking down ACTL6A also decreased the GCLC protein expression level in GC cells (Supplementary Fig 5c). In addition, knocking down ACTL6A inhibited GCLC expression in xenograft tissues (Fig. 5a and Supplementary Fig. 5d, e).

**Fig. 5:**
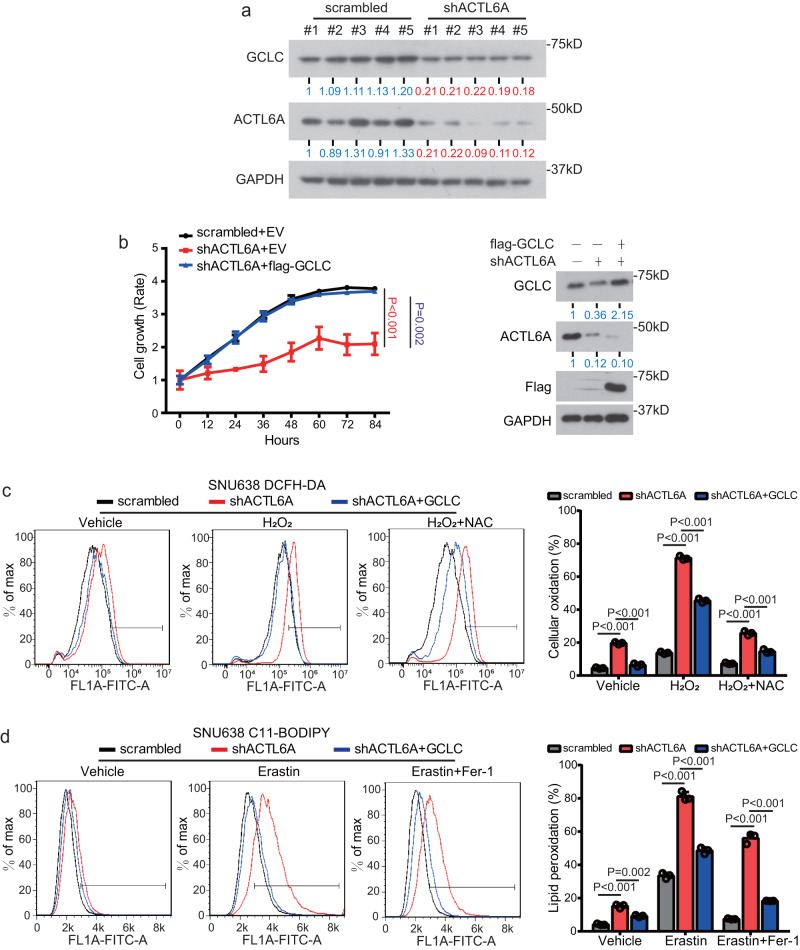
ACTL6A inhibits GC cell ferroptosis via regulating GCLC. **a** Immunoblotting analysis of ACTL6A and GCLC protein levels in xenograft tissues derived from ACTL6A-knockdown SNU638 cells in mice. **b** Relative cell growth rate of SNU638 cells treated with ACTL6A shRNA or scrambled shRNA, and transfected with flag-GCLC or pcDNA3.1 vector. The Data are presented as the means ± SEM, *n* = 3 biologically independent experiments. Immunoblotting analysis of the indicated proteins is shown. **c** Relative DCFH-DA fluorescence measured by flow cytometry of cells treated with ACTL6A shRNA or scrambled shRNA, and cultured with either H_2_O_2_ (50 μM) or both of H_2_O_2_ (50 μM) and NAC (100 μM) for 24 h. The data are presented as the means ± SD, *n* = 3 biologically independent experiments. **d** Relative C11-BODIPY fluorescence measured by flow cytometry of cells treated with ACTL6A shRNA or scrambled shRNA, and cultured with either erastin (10 μM), or both of erastin (10 μM) and Fer-1 (1 μM) for 24 h. The data are presented as the means ± SD, *n* = 3 biologically independent experiments. *P* values were determined by two-way ANOVA followed by Tukey test for panels **b**, and unpaired two-tailed T test for panels **c**, **d**.

We then overexpressed GCLC in cells with ACTL6A knocked down and found that GCLC reversed the inhibition of cell proliferation (Fig. 5b and Supplementary Fig. 5f). As detected by DCFH-DA staining, GCLC overexpression reestablished cellular ROS levels in cells expressing shACTL6A, phenotypes remained significant when treated with H_2_O_2_ and was reversed by NAC (Fig. 5c and Supplementary Fig. 5g). Additionally, C11-BODIPY staining indicated that GCLC overexpression restored lipid peroxidation levels in cells expressing shACTL6A, phenotypes remained significant when treated with erastin and was reversed by Fer-1 (Fig. 5d and Supplementary Fig. 5h).

ACTL6A, a member of the BAF chromatin remodeling complex, has been reported to be a transcription factor^48^. Therefore, to explore how ACTL6A regulates GCLC, we assessed genome-wide ACTL6A binding by performing a chromatin immunoprecipitation high-throughput sequencing (ChIP-seq) analysis of endogenous ACTL6A in GC cells. 

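Binding was profiled in SNU638 cells, an established human gastric cancer line, with CUT&Tag, in which a fusion of protein A and the Tn5 transposase is tethered to the antibody and inserts sequencing adapters into the DNA around the antibody's target. Peak lists from 5 libraries were analysed, 1 each for anti-ACTL6A, anti-BRG1 and anti-NRF2 and 2 for IgG, named IgG 1 and IgG 2 here. Each antibody had 1 library, so no difference between lists could be set against the spread of replicates. The paper gives 35902116 clean reads for ACTL6A, 44678078 for BRG1 and 57524666 for NRF2, and gives a depth for IgG without saying which library it belongs to. The authors mapped the reads with BWA and called peaks with MACS2 at a q-value below 0.05, and the paper's text does not name the control given to the caller. The fold enrichment, the -log10 p and q and the score of each peak are the caller's own values. No peak's fold, q-value or score was compared directly with that of a peak in another list. A common q cutoff was applied to the lists, and values recovered from fold and p were set side by side. Such comparisons also carry differences between libraries.

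The ACTL6A list held 23917 peaks with a median width of 206 bp, covering 6076063 bp. For BRG1 there were 48793 peaks with a median width of 232 bp over 15667885 bp, and for NRF2 9045 peaks with a median width of 474 bp over 5015163 bp. IgG 1 had 11 peaks and IgG 2 had 1746 peaks. With only peaks at a -log10 q of at least 5, the ACTL6A list fell to 6786 peaks, the largest relative change among the 3 antibodies. The lists hold no reads, so the number of fragments at each summit and the number expected there were recovered from the caller's fold enrichment and p-value, a step chosen after the files had been seen. A whole number of fragments was found for at least 98.9% of the peaks of each list. The median peak had 6 fragments at its summit for ACTL6A, 10 for BRG1 and 17 for NRF2.

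Positions are given on GRCh38, counted from 1. The last ACTL6A peak on chromosome X ended at 156030739, within that chromosome's length of 156040895 bp, and 0 peaks passed the end of a chromosome. A peak was placed at a transcriptional start site (TSS) when it lay within 1 kb of the 5′ end of a protein-coding transcript in GENCODE release 44. Of the ACTL6A peaks, 7246 (30.3%, Wilson 95% interval 29.7% to 30.9%) lay at a TSS, against 31.1% (30.7% to 31.5%) for BRG1, 52.4% (51.4% to 53.4%) for NRF2 and 1.66% (1.16% to 2.38%) for IgG 2. These intervals cover counting error only. Among the highest 5000 peaks the ACTL6A share was 64.0%, the alternative that moved it most.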

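GCLC, the catalytic subunit of glutamate-cysteine ligase (ENSG00000001084), is annotated on the minus strand of chromosome 6 from 53497341 to 53616970. Its MANE Select transcript, ENST00000650454, has 16 exons and starts at 53545101. Exon 1 covers 53544496 to 53545101, of which 53544646 to 53545101 is 5′ UTR. The ACTL6A list held a peak over this start, from 53545016 to 53545243. Of its 228 bp, 86 bp lay in the 5′ UTR and 142 bp upstream of the TSS, and its summit at 53545126 was 25 bp upstream. The reference sequence of the peak, on the plus strand, is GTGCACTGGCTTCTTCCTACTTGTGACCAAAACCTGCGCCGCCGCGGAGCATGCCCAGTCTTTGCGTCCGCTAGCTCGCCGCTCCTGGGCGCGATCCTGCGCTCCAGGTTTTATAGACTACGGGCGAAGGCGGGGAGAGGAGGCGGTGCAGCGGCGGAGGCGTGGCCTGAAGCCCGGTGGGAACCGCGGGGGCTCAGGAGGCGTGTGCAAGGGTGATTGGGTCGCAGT, with a GC content of 66.7%.

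The caller gave the peak a fold enrichment of 5.48 and a -log10 q of 4.13. At its summit 8 fragments were recovered where 0.644 were expected. By -log10 q it ranked 8347 in its list, in the highest 34.9%. Neither IgG list had a peak over the gene or within 10 kb of it. The peak at the TSS was lost when only peaks at a -log10 q of at least 5 were kept, and also when only the highest 5000 peaks were kept.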

The analysis of enriched loci (peaks) indicating ACTL6A binding revealed, as expected, a prominent peak (GRCh38:6:53545016:53545243) near the transcriptional start site (TSS) of GCLC (Fig. 6a), the entire genomic loci of GCLC was showed in Supplementary Fig. 6a. Besides, we conducted an experiment of anti-BRG1 (the catalytic subunit of the SWI/SNF chromatin-remodeling complex) ChIP-seq. 

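At the TSS of GCLC, the BRG1 list held a peak from 53544791 to 53545250, 460 bp wide. Its fold enrichment was 7.69 and its -log10 q 14.5, and 25 fragments were recovered at the summit against 2.38 expected. It ranked 9743 in its list, in the highest 20.0%. The BRG1 peak covered 100% of the ACTL6A peak at the TSS, and the summits lay 5 bp apart.

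Across the genome, 11901 ACTL6A peaks (49.8%, Wilson 95% interval 49.1% to 50.4%) shared at least 1 bp with a BRG1 peak. In 200 random placements of the ACTL6A peaks on the same chromosomes, the median share was 1.20% and the highest 1.38%. At a TSS 87.1% of ACTL6A peaks overlapped a BRG1 peak (86.3% to 87.8%), and away from a TSS 33.5% did (32.8% to 34.3%). With a -log10 q of at least 5 in both lists, the genome-wide share was 87.7%. Of the 19689 genes with a protein-coding transcript, 7578 had an ACTL6A peak at a TSS and 12512 had a BRG1 peak there.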

The results showed that BRG1 could bind to the TSS of GCLC, and the peak was overlapped with that of anti-ACTL6A ChIP-seq (Supplementary Fig. 6a). Through the website JASPAR (http://jaspar.genereg.net/), we observed that, among the peaks near the TSS in GCLC, a sequence was highly homologous to the NRF2-binding motif (Fig. 6b). 

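NRF2 binds the antioxidant response element (ARE), whose core was searched as TGACNNNGC on both strands. The ACTL6A and BRG1 peaks at the GCLC start held 0 matches each to this core, to RTGACNNNGC and to the looser TGANNNNGC. The NRF2 peak there held 0 matches to the core and 1 to the looser pattern. The sequence read from Fig. 6b, ATGAATCAGCC, differs from RTGACNNNGC by C5A, with positions counted from 1 at the 5′ end. In the ACTL6A peak its closest match had 3 mismatches. Its only exact match within the annotated gene lay on the minus strand of chromosome 6 from 53569094 to 53569104, 23993 bp upstream of the TSS and inside no peak of the 5 lists. Exact matches numbered 84 on chromosome 6 and 1335 in the genome. The JASPAR matrix was not used here.

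Over all peaks, the core was found in 9.88% of the 200 bp windows centred on ACTL6A summits (Wilson 95% interval 9.51% to 10.3%) and in 6.99% of windows 1 kb to either side (6.76% to 7.22%). For BRG1 the shares were 11.5% (11.2% to 11.8%) at summits and 7.56% (7.40% to 7.73%) in the flanks, and for NRF2 9.66% (9.07% to 10.3%) and 6.67% (6.31% to 7.04%). IgG 2 had the core at 5.56% of summits (4.58% to 6.73%) and in 6.27% of flanks (5.51% to 7.12%), intervals that overlap. The looser pattern moved the NRF2 share most, to 31.4% of summits against 26.5% of flanks.

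**Figure D1:**
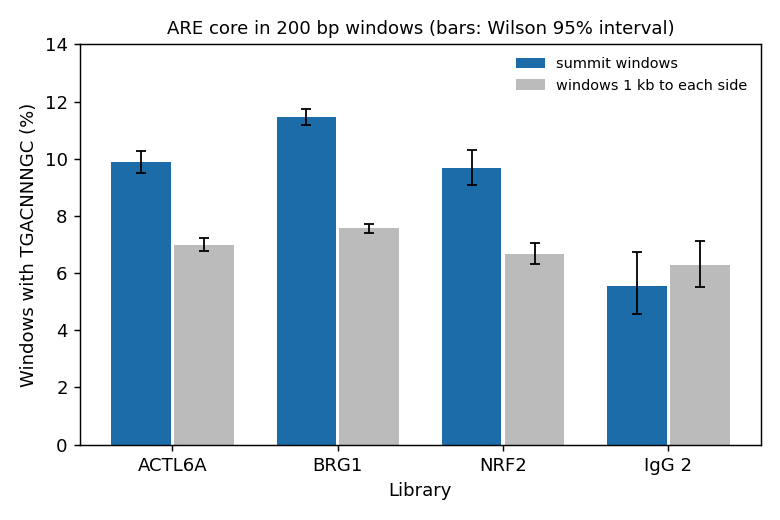
Share of windows with the core TGACNNNGC (%) at peak summits and in flanks 1 kb away, for the ACTL6A, BRG1, NRF2 and IgG 2 lists, with Wilson 95% intervals as error bars. The summit share lies above the flank share for the 3 antibodies, at 9.66% against 6.67% for NRF2, and not for IgG 2.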

Nuclear factor (erythroid-derived 2)-like 2 (NFE2L2, NRF2) is a transcription factor that governs the antioxidant pathway, targeting GSH metabolism-related genes, including GCLC, GCLM, and SLC7A11^41,49^. Therefore, we assumed that ACTL6A might work cooperatively with NRF2 to regulate GCLC expression. To test our hypothesis, we first detected GCLC expression and found that when NRF2 was knocked down, the inhibition of GCLC expression by ACTL6A KD was diminished; similarly, when ACTL6A was knocked down, NRF2 KD could not decrease GCLC expression (Fig. 6c). 

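In the anti-NRF2 list, the peak at the start of GCLC ran from 53544775 to 53545608, 834 bp, with a summit at 53545025. Its fold enrichment was 4.45 and its -log10 q 6.05, with 21 fragments recovered at the summit against 3.95 expected, and it ranked 3739, in the highest 41.3% of the list. It shared 228 bp with the ACTL6A peak at the TSS, and the summits lay 101 bp apart. The peak remained among those with a -log10 q of at least 5 and among the highest 5000. The highest 5000 are a larger part of the NRF2 list (9045 peaks) than of the ACTL6A (23917) or BRG1 list (48793). Remaining there thus does not make the NRF2 peak the stronger one.

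Of all NRF2 peaks, 4505 (49.8%, Wilson 95% interval 48.8% to 50.8%) overlapped an ACTL6A peak, and 4795 ACTL6A peaks (20.0%, 19.5% to 20.6%) overlapped an NRF2 peak. The medians in random placements were 0.774% and 0.305%. With an overlap of at least 50% of both peaks required, 23.5% of NRF2 peaks overlapped an ACTL6A peak, the largest change among the alternatives. At a TSS 48.2% of ACTL6A peaks (47.0% to 49.3%) overlapped an NRF2 peak, and elsewhere 7.83% did (7.43% to 8.25%). Of the ACTL6A peaks that overlapped an NRF2 peak, 91.3% (90.5% to 92.0%) also overlapped a BRG1 peak. Among the other genes the paper names as NRF2 targets in glutathione metabolism, GCLM and SLC7A11 had ACTL6A and BRG1 peaks at a TSS and no NRF2 peak there.

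**Figure D2:**
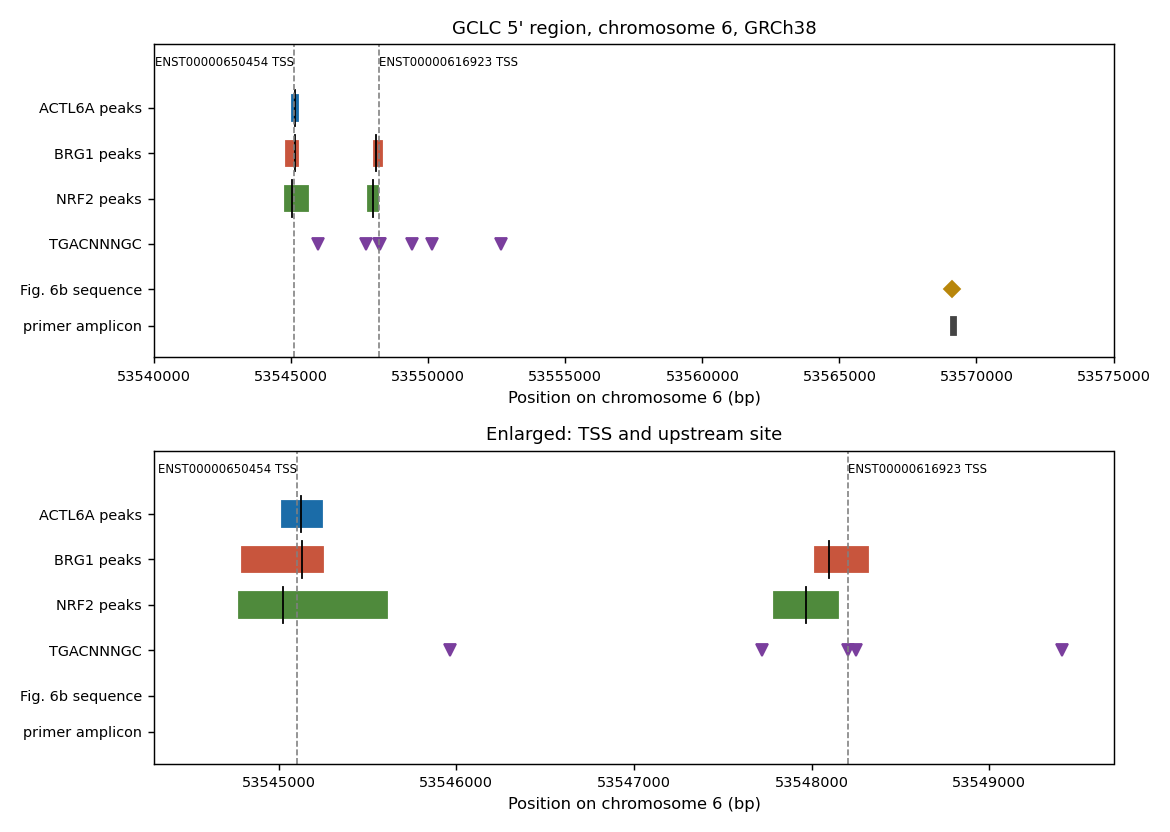
Map of GCLC on chromosome 6 (GRCh38 position in bp on the horizontal axis), with a wide view above and the start of the gene below. Bars are the ACTL6A, BRG1 and NRF2 peaks with their summits as black lines, triangles are matches to TGACNNNGC, the diamond is the sequence of Fig. 6b, the further bar is the amplicon of the ChIP-qPCR primers and dashed lines are annotated starts. Peaks of all 3 antibodies overlap at the start of the MANE Select transcript, and the diamond and the amplicon lie outside every peak. The triangles start between 53545963 and 53552665. A lack of triangles elsewhere in the view does not show that the core is absent there.

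From the ACTL6A peak near the TSS, a sequence resembling the NRF2 motif and the known role of NRF2 in targeting genes of GSH metabolism, the paper assumed that ACTL6A might act together with NRF2 on GCLC expression.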

The anti-NRF2 ChIP-seq results showed that NRF2 could also bind to the promoter of GCLC (Supplementary Fig. 6a). Next, we performed ChIP followed by qRT-PCR and found that both ACTL6A and NRF2 interacted with the predicted binding site near the TSS of GCLC (Fig. 6d, e and Supplementary Fig. 6b, c). Furthermore, the interaction of ACTL6A with GCLC promoter was weakened by NRF2 KD, and likewise, the interaction of NRF2 with GCLC promoter was weakened by ACTL6A KD (Fig. 6f, g and Supplementary Fig. 6d, e). The interaction of NRF2 and ACTL6A in GC cells was confirmed by co-immunoprecipitation (co-IP) (Fig. 6h, i and Supplementary Fig. 6f, g). Knocking down ACTL6A had no impact on NRF2 expression (Supplementary Fig 6h).

**Fig. 6:**
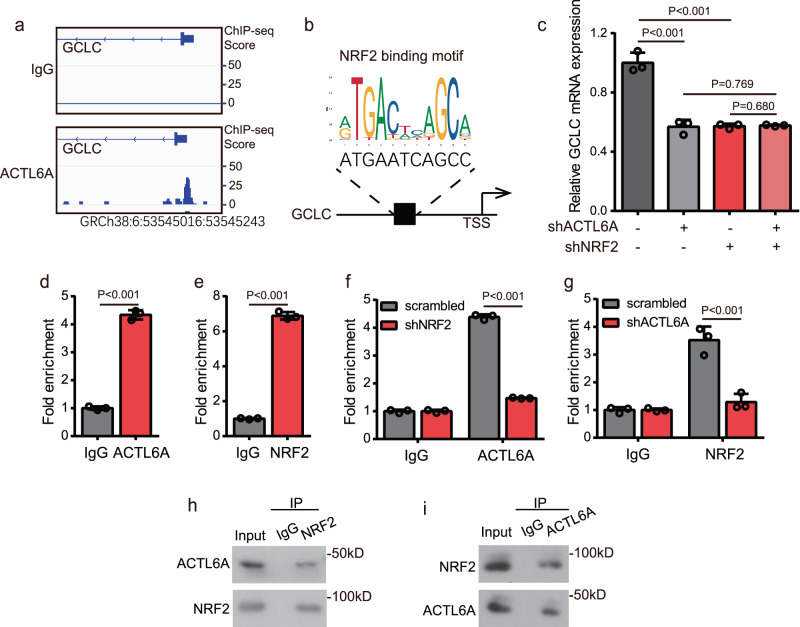
ACTL6A transcriptionally regulates GCLC dependent on NRF2. **a** Trace from ACTL6A ChIP-seq in SNU638 cells showing a binding peak upstream of the transcriptional start of GCLC. IgG was used as a control. **b** Predicting binding site of NRF2 in the peak from ChIP-seq result. NRF2-binding motif is from the website: http://jaspar.genereg.net/. **c** mRNA expression levels of GCLC in SNU638 cells treated with ACTL6A shRNA or scrambled shRNA, together with or without shNRF2. Data are presented as the means ± SD, *n* = 3 biologically independent experiments. **d**, **e** ChIP assay was performed in SNU638 cells using anti-ACTL6A (**d**) or anti-NRF2 (**e**) antibodies, followed by RT-qPCR with primers recognizing the predicting binding site of NRF2 in the transcriptional start of GCLC. The fold expression of ChIP-enriched mRNAs relative to the input was calculated, presented as the means ± SD, *n* = 3 biologically independent experiments. IgG was used as a control. **f** ChIP assay was performed in SNU638 cells treated with NRF2 shRNA or scrambled shRNA using anti-ACTL6A or anti-IgG antibodies, followed by RT-qPCR with primers recognizing the predicting binding site of NRF2 in the transcriptional start of GCLC. The fold expression of ChIP-enriched mRNAs relative to the input was calculated. The data are presented as the means ± SD, *n* = 3 biologically independent experiments. **g** ChIP assay was performed in SNU638 cells treated with ACTL6A shRNA or scrambled shRNA using anti-NRF2 or anti-IgG antibodies, followed by RT-qPCR with primers recognizing the predicting binding site of NRF2 in the transcriptional start of GCLC. The fold expression of ChIP-enriched mRNAs relative to the input was calculated. The data are presented as the means ± SD, *n* = 3 biologically independent experiments. **h** Immunoblot analysis of the ACTL6A and NRF2 from anti-NRF2 immunoprecipitates (IP) obtained from SNU638 cells. IgG serves as a control. **i**. Immunoblot analysis of the NRF2 and ACTL6A from anti-ACTL6A immunoprecipitates (IP) obtained from SNU638 cells. IgG serves as a control. *P* values were determined by unpaired two-tailed T test for panels **c**–**g**.

Altogether, NRF2 is a transcriptional factor of GCLC, and ACTL6A co-works with NRF2 and affects NRF2 binding to the promoter of GCLC, thereby regulates GCLC expression at the transcriptional level.

### The HR domain of ACTL6A is essential in regulating GCLC and ferroptosis

ACTL6A interactions with cofactors are essential for oncogenesis. It has been reported that some domains of ACTL6A suggest that it is a member of the actin-related gene family, which is important in protein–protein interactions^15^. In the ΔDNBL (DNase 1-binding loop) mutant (Δ39–67), the ACTL6-specific region at the position equivalent to that of the DNase 1-binding domain of β-actin was deleted. In the ΔCC (cation coordination) mutant (Δ171–179), residues equivalent to those coordinating Ca^2+^ or Mg^2+^ ions in β-actin were deleted. In the ΔNBC (nucleotide-binding cleft) mutant (Δ233–255), a region equivalent to that in the nucleotide-binding cleft of β-actin was deleted. In the ΔHR (hydrophobic region) mutant (Δ319–324), a hydrophobic region β-actin region that may mediate protein–protein interactions, was deleted^15^. These four deletion mutants were constructed and transfected into ACTL6A-KD cells (Fig. 7a). We found that wild-type (WT) ACTL6A and the ΔDNBL, ΔCC, and ΔNBC ACTL6A mutants reversed the inhibition of cell proliferation and the reduced GCLC protein expression induced by knocking down ACTL6A expression, but the ACTL6A HR-deleted mutant did not show this restorative effect (Fig. 7b, c and Supplementary Fig. 7a, b). Moreover, increasing the dose of the ACTL6A HR-deleted mutant failed to reverse the reduction in GCLC mRNA expression caused by knocking down ACTL6A expression (Fig. 7d). This finding indicates that the HR domain of ACTL6A plays an essential role in GCLC regulation; therefore, we performed co-IP and found that ACTL6A ΔHR mutant did not bind to NRF2 (Fig. 7e and Supplementary Fig. 7c). ChIP assays showed that, in contrast to WT ACTL6A, the ACTL6A HR-deletion mutant exhibited no restorative effect on the binding of NRF2 with the promoter of GCLC (Fig. 7f and Supplementary Fig. 7d).

**Fig. 7:**
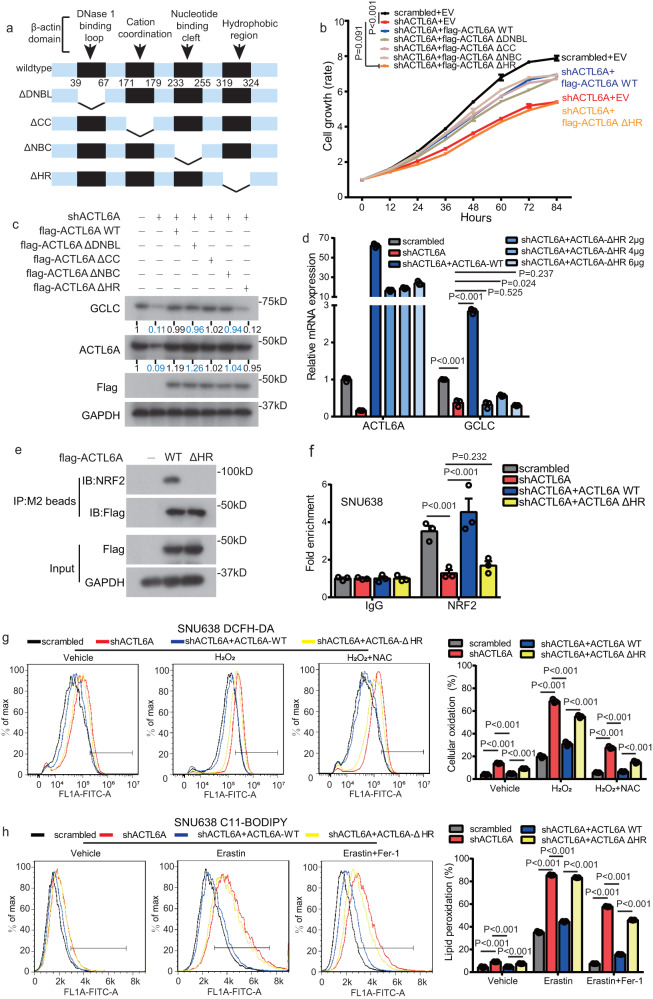
The HR domain of ACTL6A is essential in GCLC regulating and ferroptosis. **a** A schematic drawing of ACTL6A domain deletion constructs. **b** Relative cell growth rate of SNU638 cells treated with ACTL6A shRNA or scrambled shRNA, and transfected with flag-ACTL6A-WT, constructs of domain deletion from (**a**) or pcDNA3.1 vector. The data are presented as the means ± SEM, *n* = 3 biologically independent experiments. **c** Immunoblotting analysis of the indicated proteins in cells from **b**. **d** mRNA levels of ACTL6A and GCLC in SNU638 cells treated with ACTL6A shRNA or scrambled shRNA, and transfected with ACTL6A-WT, increasing doses of ACTL6A-ΔHR or pcDNA3.1 vector. Data are presented as the means ± SD, *n* = 3 biologically independent experiments. **e** Immunoblot analysis of the indicated proteins from M2 beads immunoprecipitates (IP) and whole cell lysates (input) obtained from SNU638 cells transfected with ACTL6A-WT, ACTL6A-ΔHR, or pcDNA3.1 vector. **f** ChIP assay was performed in SNU638 cells treated with ACTL6A shRNA or scrambled shRNA, and transfected with ACTL6A-WT, ACTL6A-ΔHR, or pcDNA3.1 vector using anti-NRF2 or anti-IgG antibodies, followed by RT-qPCR with primers recognizing the predicting binding site of NRF2 in the transcriptional start of GCLC. The fold expression of ChIP-enriched mRNAs relative to the input was calculated, presented as the means ± SD, *n* = 3 biologically independent experiments. **g** Relative DCFH-DA fluorescence measured by flow cytometry of cells treated with scrambled or ACTL6A shRNA, and transfected with ACTL6A-WT or ACTL6A-ΔHR, and cultured with either H_2_O_2_ (50 μM) or both of H_2_O_2_ (50 μM) and NAC (100 μM) for 24 h. The Data are presented as the means ± SD, *n* = 3 biologically independent experiments. **h** Relative C11-BODIPY fluorescence measured by flow cytometry of cells treated with scrambled or ACTL6A shRNA, and transfected with ACTL6A-WT or ACTL6A-ΔHR, and cultured with either erastin (10 μM), or both of erastin (10 μM) and Fer-1 (1 μM) for 24 h. The data are presented as the means ± SD, *n* = 3 biologically independent experiments. *P* values were determined by unpaired two-tailed T test for panels **d**, **f**–**h** and two-way ANOVA followed by Tukey test for panels **b**.

We reasoned that the HR domain of ACTL6A exerts an impact on ferroptosis. Therefore, we preformed DCFH-DA and C11-BODIPY staining followed by flow cytometry and found that WT ACTL6A reversed the increase in ROS levels (in cells treated with or without H_2_O_2_ or both H_2_O_2_ and NAC) and lipid peroxidation levels (in cells treated with or without erastin or both erastin and Fer-1), while ACTL6A HR-deleted mutant did not reverse these high levels (Fig. 7g, h and Supplementary Fig. 7e, f).

### Clinical relevance of the ACTL6A-GCLC-GSH metabolism axis in ferroptosis of GC cells

Next, we sought to determine the clinical relevance of ACTL6A in regulating GCLC and inhibiting ferroptosis in a patient-derived xenograft (PDX) model. To this end, after ACTL6A expression levels were detected (Fig. 8a), we implanted fresh primary tumor samples resected from GC patients into immunocompromised mice and then injected PBS or the GCLC inhibitor BSO (i.p. injection, 750 mg/kg/day)^25,50^ to the mice (Fig. 8b). As expected, administration of BSO in the established high ACTL6A-expressing PDX tumors (cases 1 and 3) attenuated tumor progression. In contrast, GCLC inhibition exerted a minimal impact on the growth of PDX tumors with low ACTL6A expression (cases 2 and 4) tumors (Fig. 8c–f and Supplementary Fig. 8a). And there comes with high GCLC expression in ACTL6A-high PDX tumors (Fig. 8a). In addition, BSO decreased the intensity of Ki67 staining and increased that of 4-HNE staining in tumors with high ACTL6A expression, but this trend was not observed in PDX tumors with low ACTL6A expression (Supplementary Fig 8b). As detected by DCFH-DA and C11-BODIPY staining of frozen sections of the PDX tumors, the ROS levels and lipid peroxidation levels of the PDX tumors with high ACTL6A expression were lower, and they were significantly increased by BSO treatment; in contrast, those of PDX tumors with low ACTL6A expression were higher and were not further increased by BSO treatment (Fig. 8g–j). These results indicated that tumors with high ACTL6A expression, which rely more heavily on GSH metabolism than those with low ACTL6A expression, are more sensitive to ferroptosis inducers or GCLC inhibitors.

**Fig. 8:**
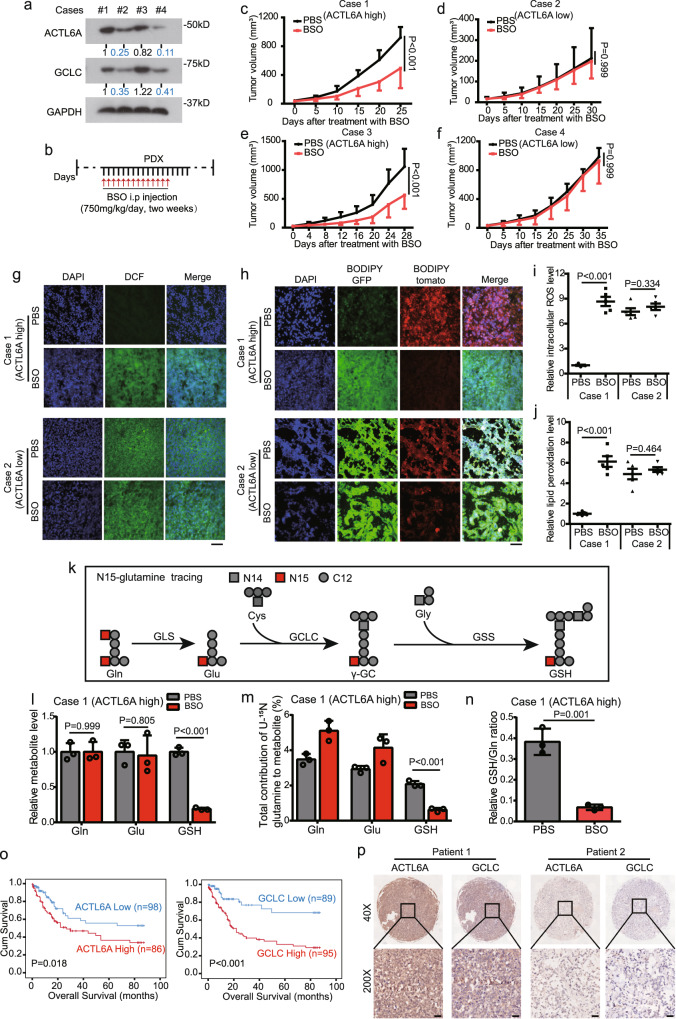
Clinical relevance of the ACTL6A-GCLC-GSH metabolism axis in ferroptosis of GC cells. **a** Immunoblotting analysis of ACTL6A and GCLC protein levels in PDX tumors of 4 cases. **b**. The mice were treated with BSO (750 mg/kg/day) for two weeks. **c**–**f** Tumor volumes of PDX tumors, including case1 (**c**), case2 (**d**), case3 (**e**), and case4 (**f**). The data are presented as the means ± SD, *n* = 6 for each group in case 1 and 3, *n* = 4 for each group in case 2 and 4. **g**–**j** Representative fluorescent images of PDX frozen sections stained with DCFH-DA (**g**) and C11-BODIPY (**h**). Scale bars represent 200 μm. Relative ROS levels (**i**) and lipid peroxidation levels (**j**) were counted by image J and presented as bar graphs. The data are presented as the means ± SD, *n* = 5 for each group. BODIPY GFP represents lipid peroxidation; BODIPY tomato represents the original color of BODIPY. **k** Schematic metabolic map of [U-^15^N]-labeled GSH de novo synthesis. Gln glutamine, Glu glutamate, Cys cysteine, Gly glycine, γ-GC γ-glutamyl-cysteine, GSH glutathione. **l**–**n**. Relative intracellular pool levels of glutamine, glutamate, and GSH in case1 (ACTL6A high) PDX tumors (**l**). Incorporation of nitrogen atoms from [U-^15^N] glutamine into glutamine (gln), glutamate (glu), and GSH (**m**). Relative GSH/Gln ratios (**n**). Data are presented as the means ± SD, *n* = 3 for each group. **o** Kaplan–Meier curves of the overall survival of GC patients with different expression levels of ACTL6A and GCLC, and log-rank analysis was used to test for significance. **p** Representative images showing the correlation of ACTL6A and GCLC staining in human GC tissue microarray samples. Scale bars represent 50 μm. *P* values were determined by two-way ANOVA followed by Tukey test for panels **c**–**f**, unpaired two-tailed T test for panels **i**, **j**, **l**–**n**, **h**, and the log-rank test for panel **o**.

Furthermore, we investigated the metabolic fate of U-^15^N glutamine in vivo by LC–MS, which produces glutathione containing one ^15^N atom via GSH de novo synthesis (Fig. 8k). We found that administration of BSO to established PDX tumors with high ACTL6A expression decreased the total GSH level but exerted no impact on the glutamine or glutamate level (Fig. 8l). Along with the process of γ-GC synthesis was blocked by BSO, the total contributions of U-^15^N glutamine to GSH was reduced in the established high ACTL6A-expressing PDX tumors, and the levels of [^15^N]-labeled glutamine and glutamate were thus increased (Fig. 8m). In addition, the ratio of GSH/Gln was reduced by BSO treatment in the established PDX tumors with high ACTL6A expression (Fig. 8n). However, administration of BSO seemed to have little influence on the process of GSH synthesis in the established PDX tumors with low ACTL6A expression (Supplementary Fig. 8c–e). These results supported the hypothesis that ACTL6A impacts GSH de novo synthesis mainly by regulating GCLC expression.

Analysis of paired samples of GC tissue and adjacent normal mucosa revealed that the GC samples exhibited high ACTL6A and GCLC protein expression levels (Supplementary Fig. 8f). We further evaluated the clinical relevance of these findings by analyzing the expression of ACTL6A and GCLC with a tissue microarray containing 184 GC tissue specimens. A Kaplan–Meier analysis showed that high ACTL6A and GCLC levels were correlated with poor overall survival (Fig. 8o). Notably, GCLC expression was significantly positively correlated with ACTL6A in GC, as indicated by the analysis of the 184 GC samples in the microarray (Fig. 8p and Table 1). The clinicopathological features of GC patients are shown in Supplementary Data 1.

**Table 1:** Correlation of ACTL6A and GCLC staining in 184 human GC tissue microarray samples

Case number		ACTL6A		Sig.
(*n* = 184)		High	Low	
GCLC	High	62	33	P < 0.001
	Low	24	65	

Chi-square tests were used to assess differences between groups.

## Discussion

Collectively, these results suggested that ACTL6A, which contains a hydrophobic region, cooperates with NRF2 to regulate GCLC expression at the transcriptional level and then promotes GSH synthesis and inhibits the ferroptosis of GC cells. (Fig. 9).

**Fig. 9:**
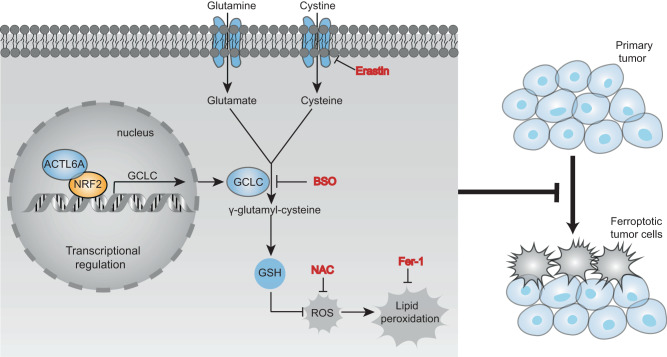
Diagram of ACTL6A-mediated GSH synthesis and inhibits ferroptosis. ACTL6A co-works with NRF2 on regulating GCLC in transcriptional level, and then promotes GSH synthesis and inhibits ferroptosis of GC cells.

The SWI/SNF (BAF) complex, an ATP-dependent chromatin remodeling complex in the nucleus that endows DNA with the capacity for replication and enables selective gene expression and DNA repair and recombination, is frequently mutated in human cancers and thus exerts a great impact on tumorigenesis^51^. ACTL6A, a member of SWI/SNF complex, has been reported to be involved in various cancers, including squamous cell carcinoma^11,14,52^, colon cancer^12^, osteosarcoma^53^, glioma^10,54^, and hepatocellular carcinoma^13^. However, its functions and mechanisms in cancers, especially in GC, are poorly understood. This study uncoverd the oncogenic role of ACTL6A in GC and its mechanisms, which might be potentially translatable to diagnostic methods or therapies for GC patients.

Metabolic reprogramming is regarded as a hallmark of cancers because of the high energy/anabolism needs for cancer cell growth^16^. The role of GSH metabolism in cell differentiation, proliferation and apoptosis has been previously shown to lead to cancer progression and chemoresistance^21^. Nevertheless, the ability to selectively target GSH metabolic components in therapeutic applications remains a challenge; therefore, a more in-depth exploration into the mechanisms underlying the regulation of the GSH synthesis pathway is needed. In our study, by performing metabolite pool and isotopomer labeling analyses, we found that ACTL6A increased GSH de novo synthesis mainly by regulating the synthesis of γ-GC, the rate-limiting step catalyzed by GCLC. The present finding will help to understand the metabolic reprogramming in cancers, especially in GC.

In a previous study^55^, they made definition criteria of high vs. low target molecule (MAP3K8) in PDX. MEK inhibitors markedly reduced tumor growth in high-MAP3K8 PDX models, compared with low-MAP3K8 PDX models. Similarly, PDX experiments in this study showed that tumors with high ACTL6A expression were more sensitive to administration of BSO, a GCLC inhibitor. There might be other pathways/genes account for the differences. For example, pathways involved in glutathione metabolism or GCLC regulation might also be modified in the cases, which would affect the sensitivity of PDX tumors to BSO. Besides, other pathways/genes that influence redox balance or ferroptosis might also account for the differences. Based on the function of ACTL6A on GCLC regulating, we believe that the expression of ACTL6A plays an important role in it. This result provides strong evidence that the sensitivity of GC to inhibition of the GSH synthesis by targeting GCLC is defined by ACTL6A. BSO, or other drugs targeting GCLC, is a candidate drug for GCs with high ACTL6A expression.

ROS increasing is correlated with abnormal cancer cell growth. However, ROS may have a cytotoxic effect to cancer cell if the ROS reaches a certain threshold level^56^. Generally, high ROS occur in GC cells due to H. pylori infections, EBV infections, or other molecular mechanisms^57^. Therefore, ACTL6A might promote GC cells proliferation via reducing ROS levels. Because of the role played by GSH in regulating redox balance, GSH metabolism has been previously reported to inhibit ferroptosis of cancer cells^58,59^. Ferroptosis represents a unique form of regulated cell death, and many of its physiological roles have yet to be defined^28^. Further definition of the genotype-selective activity in ferroptosis in cancer and the mechanisms involved are important to guide ferroptosis-based therapeutic intervention^58,60^. In our study, we systematically demonstrated that ACTL6A inhibited GC cell ferroptosis by promoting GSH synthesis through upregulating GCLC. This finding gives an improved understanding of the role played by ferroptosis in cancer, which might generate opportunities for diagnostics and therapeutic interventions for GCs.

NRF2 is a transcription factor that governs the antioxidant pathway by targeting GSH metabolism-related genes^41,49^. In our study, we confirmed that ACTL6A is a cotranscription factor in the NRF2-dependent regulation of GCLC. Due to the fact that ACTL6A did not regulate NRF2, we could reach the conclusion that ACTL6A functions in conjunction with NRF2 to regulate GCLC expression at the transcriptional level. Since ACTL6A interactions with cofactors are essential for oncogenesis, a thorough understanding of the structural components that enable its cotranscriptional effects is critical. Therefore, we constructed four deletion mutants of ACTL6A, including ΔDNBL, ΔCC, ΔNBC, and ΔHR, that had been previously reported to be involved in protein–protein interactions^15^. Notably, we found that the HR domain in ACTL6A was essential for regulating GCLC expression. We also confirmed that the HR domain of ACTL6A exerted an impact on redox balance and ferroptosis. Based on the results reported here, we have a thorough understanding of the mechanism about ACTL6A regulating GCLC, GSH metabolism, and ferroptosis. More significantly, we were able to link ACTL6A with NRF2-related antioxidant pathway, and to link NRF2 with ferroptosis.

## Methods

All mouse experiments were approved by the Animal Ethical and Welfare Committee of the Sixth Affiliated Hospital of Sun Yat-sen University carried out following their legal requirements. The collection and use of clinical samples were in accordance with research ethics board approval from the Sixth Affiliated Hospital of Sun Yat-sen University Review Board.

### Patients and tissue samples

We obtained paraffin-embedded samples of primary gastric adenocarcinomas (prepared as Tissue Microarray, TMA) from the Department of Surgery at the Sixth Affiliated Hospital of Sun Yat-sen University. The original immunohistochemistry slides were scanned by Aperio Versa (Leica Biosystems) which captured digital images of the immunostained slides. The Genie calculates an H-score for regions selected by the pathologist. The receiver operating characteristic curve was used to define the cut-off point. All samples were collected with the patients’ written informed consent and approval from the Sixth Affiliated Hospital of Sun Yat-sen University Review Board (ethics code: 2021ZSLYEC-100).

### Cell culture and transfection

Gastric cancer cell lines SNU638 (KCLB No.00638), SNU216 (KCLB No.00216), and SNU668 (KCLB No.00668) cells were obtained from KCLB (Korean Cell Line Bank), and HEK293T (CRL-3216) cells were obtained from ATCC (American Type Culture Collection). All the cells were cultured at 37 °C and 5% CO_2_. SNU638, SNU216, and SNU668 cells were maintained in RPMI 1640 medium (RPMI) supplemented with 10% (v/v) fetal bovine serum (FBS). HEK293T cells were cultured with Dulbecco’s modified Eagle’s medium (DMEM) with 10% FBS. All transient transfections of plasmids into cell lines followed the standard protocol for Polyethylenimine Linear (PEI) Transfection Reagent (24765-1, Polyysciences Inc).

### shRNA knockdown of ACTL6A and NRF2

We screened four hairpin shRNAs targeting CDS (Coding sequence) of human ACTL6A transcripts and found two independent sequences that reduced mRNA levels by > 70%. These shRNAs were in the pLKO.1 vector (shACTL6A-1 and shACTL6A-2). Besides, a shRNA targeting 3′-UTR of human ACTL6A transcripts was constructed in the pLKO.1 vector (shACTL6A). For NRF2, we constructed four hairpin shRNAs and one of the most efficient one was used (shNRF2). The targeting sequences used were show in Supplementary Table 1.

To produce lentiviral particles, 1 × 10^7^ HEK293T cells in a 55-cm^2^ dish were co-transfected with 10 μg pLKO.1 shRNA construct, 5 μg psPAX2, and 5 μg pMD2G. The supernatant containing viral particles was harvested at 48 and 72 h after transfection, and was filtered through Millex-GP Filter Unit (0.45 μm pore size, Millipore). To infect cancer cells with lentivirus, cells were infected twice with culture medium containing 2 mL lentivirus, 200 μL FBS and 5 mg/ mL polybrene (Sigma) at 37 °C for 24 and 48 h. To increase the knockdown efficiency, infected cells were under several days of puromycin selection.

### Western blot analysis and immunoprecipitation

Total cells lysates for immunoblotting or immunoprecipitation were lysed with buffer (0.1%Triton-100, 50 mM Tris-Cl, pH 7.5, 0.1% NP-40, 150 mM NaCl, 0.1 M EDTA) supplemented with a cocktail of phosphate and proteinase inhibitors for 30 min at 4 °C. For immunoblot, samples were separated by SDS–PAGE. Antibodies specific for ACTL6A (Abcam, ab3882, 1:4000), GCLC (Abcam, ab190685, 1:4000), anti-NRF2 (Cell Signaling Technology, 12721 s, 1:2000), flag-tag (Sigma, F1804, 1:5000), and GAPDH (Proteintech, 10494-1-AP, 1:5000) were purchased from the indicated companies. For immunoprecipitation, cell lysates were prepared as before and rotated 1 mg proteins with antibody at 4 °C overnight, then immunoprecipitated by Protein A/G beads; or incubated cell lysates with M2 beads (flag-tag) at 4 °C overnight. The immunoprecipitates and input were subjected to western blot analysis. The uncropped and unprocessed scans are provided in the Source Data file.

### Real-time qPCR

Total RNA was isolated with TRIZOL reagent (Invitrogen) and reverse transcription was performed by ReverTra Ace® qPCR RT Master Mix with gDNA Remover (TOYOBO), according to the manufacturer’s protocol. Then the gene expression was quantified dependent on the LightCycler480 PCR system (Roche) by using 2×SYBR Green qPCR Master Mix (biotool, #B21203). All the target genes were normalized to GAPDH. Primer sequences are listed in Supplementary Table 2.

### Cell proliferation and viability

The IncuCyte system was used to examine cell proliferation. Cells (3 × 10^5^/well) were seeded in 6-well plates, then place the plates into the IncuCyte Live-Cell Analysis System (ESSEN BIOSCIENCE). After incubating at 37 °C, 5% CO_2_ for 72–96 h, cell growth curve is obtained by analyzing cell confluence per well.

The cell counting kit-8 (CCK8) assay was used to examine cell viability. Cells (3000/well) were seeded in 96-well plates and were incubated for 24, 48, or 72 h. Subsequently, 10 μL of CCK8 (APExBIO) solution was added to each well and incubated for 3 h, then the absorbance value (OD) was measured at 450 nm. Data represent the means ± SD of three independent experiments.

### Wound-healing assay

Cells were cultured in six-well plates containing RPMI medium with 10% FBS. When cells grew to 90% confluence, they were starved for 24 h in serum-free medium. A sterile 10 μL pipette tip was used to create wounds, and areas of wound lines were observed and assessed by inverted microscope after 24 h. These experiments were performed in triplicate.

### Transwell migration assay

2 × 10^4^ cells in serum-free medium containing 0.1% bovine serum albumin were placed into the upper chamber of the insert and 500 μl complete medium were added into the bottom chamber. After 12 h of incubation cells were washed by PBS, the cells adhering to the lower membrane of the inserts was counted after staining with 0.1% crystal violet. The numbers of cells were counted under an inverted microscope.

### mRNA microarray and GC datasets availability

RNA samples from GC cell lines were isolated using the Trizol reagent, and then sent for sequence by Shanghai Biotechnology Corporation. The GC data sets were downloaded from the publicly available GEO databases and The Cancer Genome Atlas. Gene set enrichment analysis (GSEA) was performed by the JAVA program (https://www.gsea-msigdb.org/gsea/index.jsp) using KEGG v7.0. symbols gene set collection.

### Cell metabolism measurement

OCR and ECAR in real time were measured by the Seahorse Bioscience extracellular flux analyzer (XF24, Seahorse Bioscience). Briefly, 20,000–25,000 cells were seeded in specific 24-well plates designed for XF24 in 250 mL growth medium and incubated overnight. Prior to measurements, cells were washed with unbuffered medium once, immersed in 500 mL of unbuffered medium, and incubated in the absence of CO_2_ for 1 h. The ECAR and OCR were then measured as recommended by Seahorse Bioscience.

Glutathione/glutathione disulfide (GSH/GSSG) ratio and Nicotinamide adenine dinucleotide phosphate NADPH/NADP+ ratio were measured using GSH/GSSG Assay Kit (S0053, Beyotime) and NADP/NADPH Quantification Kit (S0179, Beyotime) respectively. All these assays were performed according to the manufacturer’s protocol.

### Intracellular ROS and lipid peroxidation level

Reactive oxygen species (ROS) were measured on the basis of the intracellular peroxide-dependent oxidation of DCFH-DA (S0033S, Beyotime) to form the fluorescent compound 2′,7′-dichlorofluorescein (DCF). Cells (5 × 10^5^ per well) were seeded in 6-well plates and cultured for 24 h. After washing twice with PBS, 2 μM DCFH-DA was added and cells were incubated for 30 min at 37 °C. The cells were washed twice with PBS, 400 μl of PBS were added to each well, and fluorescence intensity was determined with a flow cytometer (analyzed by FlowJo 7.6.1).

For lipid peroxidation level, Cells were treated with the fluorescent dye BODIPY™ 581/591 C11 (D3861, Thermofisher Scientific), which inserts into lipid membranes and allows for quantitative assessment of oxidized versus non-oxidized lipids by fluorescing green or red, respectively. Procedure of dying and detecting is the same as that of DCFH-DA and concentration of BODIPY 581/591 C11 is 5 μM.

For PDX tumors, frozen sections were established and stained with 10 μM DCFH-DA and 20 μM BODIPY 581/591 C11 for 30 min, and then washed twice by PBS. Fluorescence intensity of representative pictures was measured by the software image J.

### Metabolite pool and Isotopomer Labelling Analysis

For cell metabolic analysis, SNU638 cells were incubated with RPMI-1640 medium (glucose free or glutamine free), supplemented with 10% dialyzed FBS and 11 mM [U^13^C]-glucose or 4 mM [U^13^C]-glutamine for 24 h. The metabolites were extracted by 80% methanol with 2 μM myristic acid. Scraped the cell and centrifuged for 15 min at 12,000 g. The supernatant was transferred to LC–MS vials, and the pellet was lysed by 20 mM NaOH and protein levels were detected for normalization. A Dionex UltiMate 3000 506 LC System (Thermo Scientific) and a Q Exactive Orbitrap mass spectrometer (Thermo Scientific) operated in negative mode was used for targeted measurement. And calculation of the total carbon contribution (^13^C glucose/glutamine incorporation into metabolites) was corrected for naturally occurring isotopes (Siboyu Biotechnology Corporation, Guangzhou, China). Metabolite abundance was detected relative to the internal standard and normalized to the protein content.

For in vivo metabolic analysis, mice were intraperitoneally injected with a ^15^N-glutamine solution (40 mg/kg in PBS). After 2.5 h, PDX tumors were harvested, and weigh 20-30 mg for metabolite extraction by 80% methanol with 2 μM myristic acid. The later steps were the same as done in cells.

### ChIP-seq and ChIP assay

CUT&Tag assay was performed for chromatin immunoprecipitation/high-throughput sequencing (ChIP-seq). Briefly, 1 × 10^5^ cells were washed gently with wash buffer (20 mM HEPES pH 7.5; 150 mM NaCl; 0.5 mM Spermidine; 1× Protease inhibitor cocktail). Add 10 μL Concanavalin A coated magnetic beads (Bangs Laboratories) and incubate it at RT for 10 min. Remove supernatant and resuspended cells (bead-bound) with dig wash buffer (20 mM HEPES pH 7.5; 150 mM NaCl; 0.5 mM Spermidine; 1× Protease inhibitor cocktail; 0.05% Digitonin; 2 mM EDTA) and a primary antibody (anti-ACTL6A, Abcam, ab3882; anti-BRG1, Proteintech, 21634-1-AP; anti-NRF2, Cell Signaling Technology, 12721 s) or IgG control antibody (normal rabbit IgG: Millipore cat.no. 12-370, normal mouse IgG: Millipore cat.no. 12-371) incubated on a roating platform overnight at 4 °C. The primary antibody was removed with a magnet stand. Secondary antibody (Anti-Rabbit IgG antibody, Goat monoclonal: Millipore AP132) was diluted 1:100 in dig wash buffer and cells were incubated at RT for 1 h. Wash cells with the magnet stand in dig wash buffer. Cells were incubated with a pA-Tn5 adapter complex in Dig-med buffer (0.01% Digitonin; 20 mM HEPES pH 7.5; 300 mM NaCl; 0.5 mM Spermidine; 1× Protease inhibitor cocktail). Cells were washed twice for 5 min in 1 mL Dig-med buffer. Then cells were resuspended in tag-mentation buffer (10 mM MgCl2 in Dig-med Buffer) and incubated at 37 °C for 1 h. DNA was purified using phenol-chloroform-isoamyl alcohol extraction and ethanol precipitation. This experiment was analyzed by Guangzhou Huayin Health Medical Group Co., Ltd.

ChIP assays were performed using the fast ChIP protocol with minor modifications. Briefly, cells were fixed for 15 min at RT with 1% formaldehyde. The sonicated chromatin was incubated with antibodies at 4 °C overnight with gentle rotation. The immunoprecipitates were mixed with protein A-agarose beads (sc2003, Santa Cruz) and rotated for 2 h at 4 °C. Chelex 100 resin (BioRad) was then added to the immunoprecipitates and input DNA samples, followed by incubation at 100 °C for 10 min to reverse crosslinking. After proteinase K treatment for 30 min, DNA was recovered and subjected to RT-PCR analysis using primers listed in Supplementary Table 3. The following antibodies were used for ChIP assay: anti-ACTL6A (Abcam, ab3882), anti-NRF2 (Cell Signaling Technology, 12721 s), and Rabbit IgG (ab37415) (Abcam, Cambridge, MA).

### Xenograft tumor model in nude mice

This experiment was approved by the Animal Ethical and Welfare Committee of the Sixth Affiliated Hospital of Sun Yat-sen University (Ethical code: IACUC-2021011501). 5 × 10^6^ cells transduced with a scrambled shRNA or shACTL6A were inoculated subcutaneously into the hind-flanks of 6-week-old male BALB/ c-nu/nu mice. For the NAC rescue experiment, mice received intraperitoneal administration of 200 mg/kg of body weight NAC (A105422, Aladdin) in phosphate-buffered saline (pH 7.4) every second day for two weeks. Tumor length and width were measured twice weekly, and the volume was calculated according to the formula (length ×width^2^)/2. Sacrificed the mice when tumors reached approximately 15 mm at diameter, and dissected the tumors for weighting and other detections. All mice were housed under specific pathogen-free (SPF) conditions with 12 h light/12 h dark cycle at 21–24 °C, and humidity at 40–60%, and were fed with a standard chow diet at the Laboratory Animal Center of the Sixth Affiliated Hospital, Sun Yat-sen University.

### Patient-derived xenograft

The PDX experiment was approved by the Animal Ethical and Welfare Committee of the Sixth Affiliated Hospital, Sun Yat-sen University (Ethical code: IACUC-2021011501). Fresh patient samples were obtained from the Department of Surgery at the Sixth Affiliated Hospital of Sun Yat-sen University. All samples were collected with the patient’s written informed consent. We detected ACTL6A protein expression of 48 GC samples, those higher than the upper quartile are defined as high ACTL6A group, and those lower than the lower quartile are defined as low ACTL6A group. We chose 2 cases in the high ACTL6A group and 2 cases in the low ACTL6A group for PDX experiment. GC samples Patient-derived tumor fragments (3-4mm^3^) were surgically xenografted under the skin of 6-week-old male NCG mice. For BSO group, a week later, mice received intraperitoneal administration of 750 mg/kg of body weight BSO (B113387, Aladdin) in phosphate-buffered saline (pH 7.4) once a day for two weeks^25^. When tumors reached approximately 100 mm^3^, mice were assigned randomly into one of two treatment groups. All mice were housed under specific pathogen-free (SPF) conditions with 12 h light/12 h dark cycle at 21–24 °C, and humidity at 40–60%, and were fed with a standard chow diet at the Laboratory Animal Center of the Sixth Affiliated Hospital, Sun Yat-sen University.

### Patient-derived organoid

Fresh GC PDX tumor tissues were cut into pieces, washed with ice-cold PBS, and then digested with EDTA. Following Matrigel polymerization for 10 min at 37 °C, advanced DMEM/F12 was supplemented with penicillin/streptomycin, 2 mM GlutaMAX, 10 mM HEPES, 1× B27, 1× N2 (Life Technologies), 1mM N-acetylcysteine (Sigma), and 10 nM gastrin I (Biogems). The following factors were used: 50 ng/mL recombinant EGF, 500 nM A83-01 (Biogems), 100 ng/ mL recombinant Noggin (Peprotech), 10 μM Y-27632 (Abmole), 500ng/mL R-spondin-1(Peprotech), 10 mM nicotinamide (Sigma), and 10 μM SB202190 (Sigma). When organoids were formed, we extracted original medium and used medium without NAC in the latter experiments. They were randomly separated into scrambled group and shACTL6A group via lentivirus transduction. For NAC or Fer-1 rescue group, organoids were treated with 100 μM NAC or 5 μM Fer-1. After treatment with shRNA lentivirus and NAC or Fer-1, we chose 8 PDOs at similar sizes to observe. These organoids were pictured every 3 days, and the sizes were measured with Image J. All samples were collected with the patients’ written informed consent.

### Immunohistochemistry

Immunohistochemical staining was performed on paraffin sections prepared from xenograft or PDX tumor tissues. Briefly, sections were deparaffinized in xylene, hydrated in graded ethanol. To repair antigen, sections were microwaved for 15 min in EDTA, then immersed in 3% hydrogen peroxide to quench for endogenous peroxidase. Add blocking buffer (goat serum) at RT for 1 h. Next, sections probed with primary antibody against ACTL6A (1:400, Abcam, ab3882), GCLC (1:200, Abcam, ab190685), Ki67 (1:400, Cell Signaling Technology, 9449) or 4-HNE (1:4000, Abcam, ab46545) at 4 °C overnight. Add secondary antibody for 20 min. Subsequently, immunostaining was visualized with diaminobenzidine and slices were counterstained with hematoxylin.

### Statistics and reproducibility

All statistical analyses were performed using SPSS 16.0. A nonpaired *t* test was used to compare between groups. Two-way ANOVA was used to compare cell growth and tumor growth curves. Chi-square tests were used to assess differences in clinical variables between the GC cohorts. Cox proportional hazards regression analyses were used to assess the effect of clinical variables on patient survival. Kaplan–Meier survival analyses were used to compare survival among GC patients based on ACTL6A expression; the log-rank test was used to generate p values. Significance was defined as *P* < 0.05. All in vitro experiments were repeated three times with similar results.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

## Data Availability

The RNA array data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE203657. The anti-ACTL6A, anti-BRG1, and anti-NRF2 ChIP-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE216350. Publicly available datasets reported in this paper are from the GEO databases (GSE13911, GSE27342, and GSE13861) and The Cancer Genome Atlas. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: ACTL6A protects gastric cancer cells against ferroptosis through induction of glutathione synthesis
**Source:** Nat Commun. 2023 Jul 13;14:4193. doi: 10.1038/s41467-023-39901-8
**Supplement:** Supplementary file 1 — Supplementary Information

# ACTL6A Protects Gastric Cancer Cells against Ferroptosis

## through Induction of Glutathione Synthesis

### Supplementary information

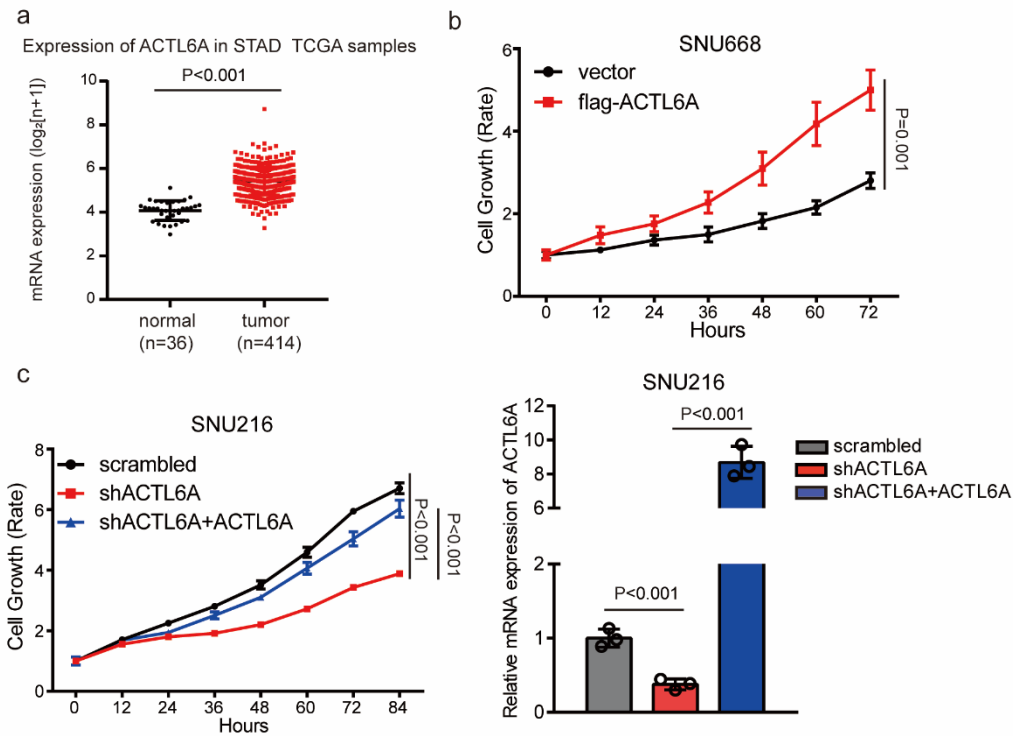

**Supplementary figure 1 ACTL6A is overexpressed in GC and promotes GC progress.** **a.** ACTL6A expression levels ( $\log_2[n+1]$ ) in gastric cancer and normal tissue from TCGA. The data are presented as the means  $\pm$  SD. **b.** Relative cell growth rate of SNU668 cells transfected with flag-ACTL6A or pcDNA3.1 vector. The data are presented as the means  $\pm$  SEM, n=3 biologically independent experiments. **c.** Relative cell growth rate of SNU216 cells treated with ACTL6A shRNA or flag-ACTL6A rescued. The data are presented as the means  $\pm$  SEM, n=3 biologically independent experiments. **d.** mRNA expression levels of ACTL6A in cells from (c). Data are presented as the means  $\pm$  SD, n=3 biologically independent experiments. *P* values were determined by unpaired two-tailed T test for panels **a**, **d**, and two-way ANOVA followed by Tukey test for panels **b**, **c**.

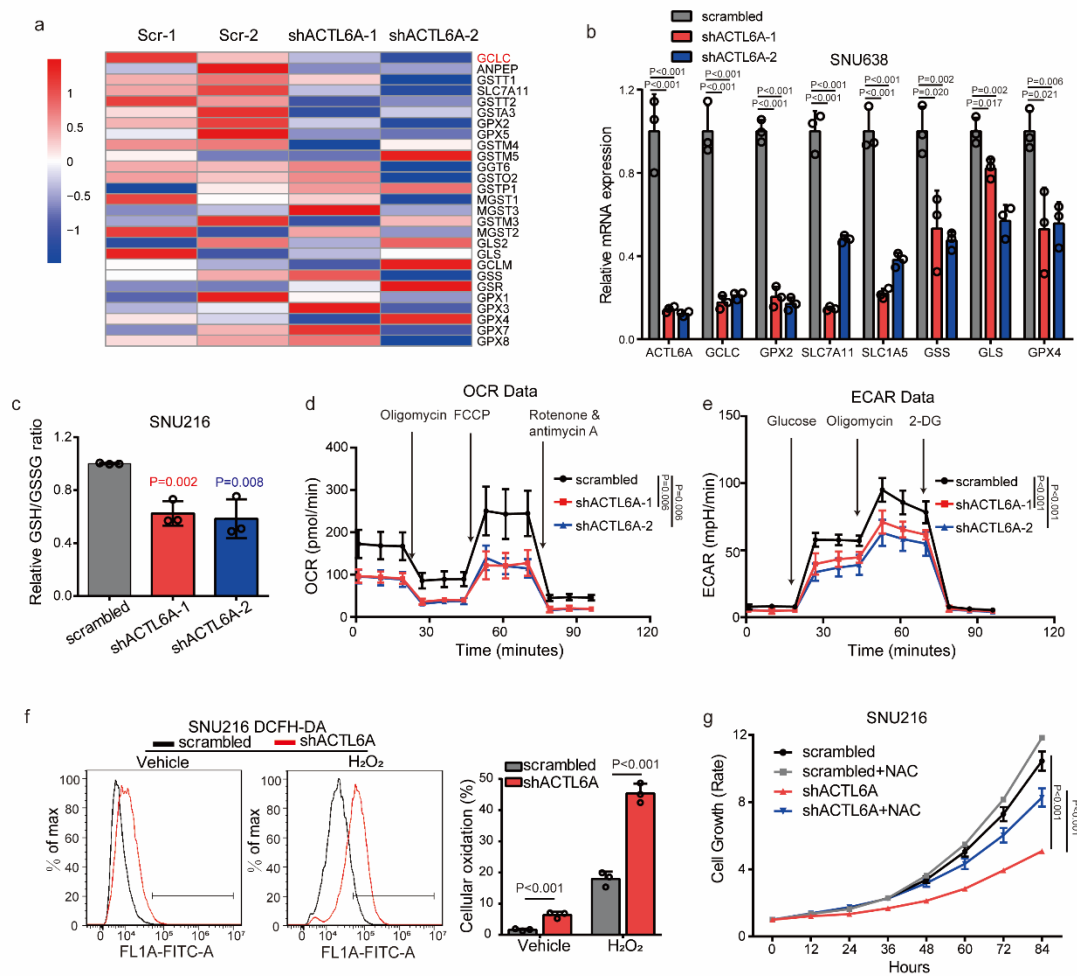

21 **Supplementary figure 2 ACTL6A reprograms GSH metabolism to**  
22 **maintain GC malignant progression.** **a.** Heatmap of GSH metabolism  
23 related genes in RNA array results. The color scale indicates fold change of  
24 log<sub>2</sub> signal intensities of indicated genes. **b.** Gene abundance of the GSH  
25 metabolism pathway after knockdown of ACTL6A using shRNA. The data are  
26 presented as the means  $\pm$  SD, n=3 biologically independent experiments. **c.**  
27 Measurement of relative GSH/GSSG ratio in SNU216 cells treated with  
28 ACTL6A shRNA and scrambled shRNA. The data are presented as the means  
29  $\pm$  SD, n=3 biologically independent experiments. **d-e.** Measurements of OCR  
30 (**d**) and ECAR (**e**) in SNU638 cells treated with ACTL6A shRNA or scrambled  
31 shRNA. The data are presented as the means  $\pm$  SD, n=3 biologically  
32 independent experiments. **f.** DCFH-DA fluorescence intensity measured by  
33 flow cytometry, SNU216 cells are treated with ACTL6A shRNA and scrambled

shRNA and cultured with or without 50 $\mu$ M H<sub>2</sub>O<sub>2</sub> for 24 hours. The data are presented as the means  $\pm$  SD, n=3 biologically independent experiments. **g.** Relative cell growth rate of SNU216 cells treated with ACTL6A shRNA or scrambled shRNA and cultured with or without 100 $\mu$ M NAC for the indicated time points. The data are presented as the means  $\pm$  SEM, n=3 biologically independent experiments. *P* values were determined by unpaired two-tailed T test for panels **b**, **c**, **f**, and two-way ANOVA followed by Tukey test for panels **d**, **e**, **g**.

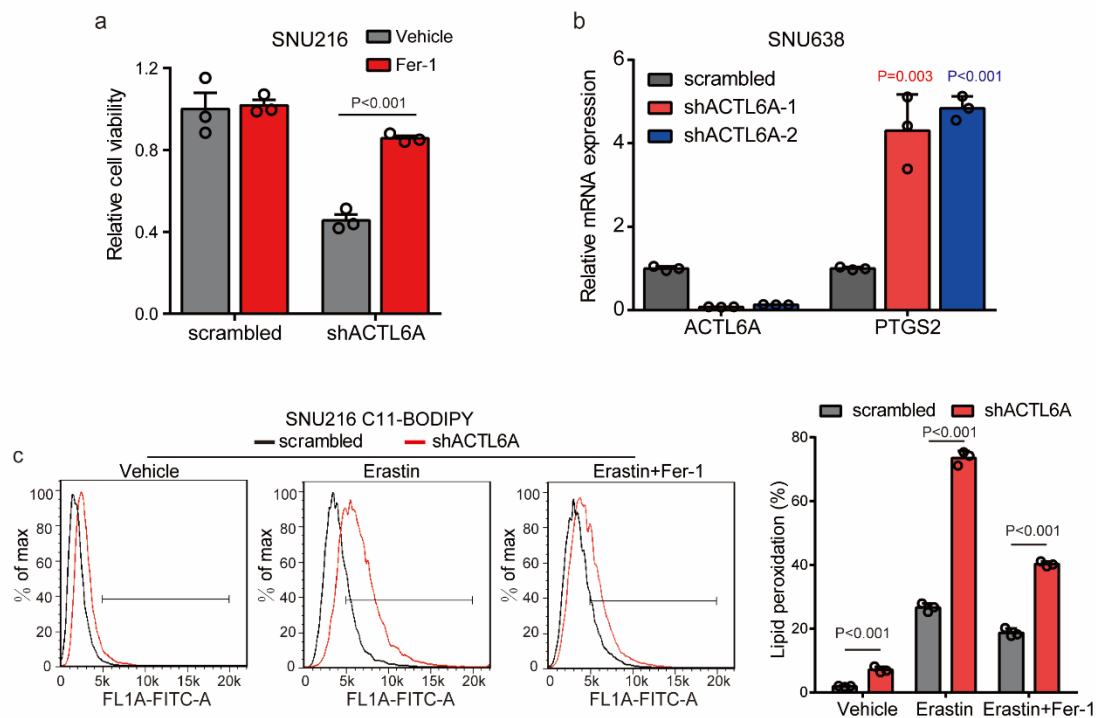

**Supplementary figure 3 ACTL6A inhibits ferroptotic cell death.** **a.** Viability of SNU216 cells treated with ACTL6A shRNA or scrambled shRNA after 24 hours cultured with or without 1 $\mu$ M Fer-1. The data are presented as the means  $\pm$  SD, n=3 biologically independent experiments. **b.** mRNA expression levels of ACTL6A and PTGS2 in SNU638 cells treated with ACTL6A shRNA or scrambled shRNA. Data are presented as the means  $\pm$  SD, n=3 biologically

independent experiments. **c.** C11-BODIPY fluorescence measured by flow cytometry of SNU216 cells treated with ACTL6A shRNA or scrambled shRNA and cultured with either erastin (10 $\mu$ M), Fer-1 (1 $\mu$ M) or both for 24 hours. The percentages of lipid peroxidation are presented as the means  $\pm$  SD, n=3 biologically independent experiments. *P* values were determined by unpaired two-tailed T test for panels **a-c**.

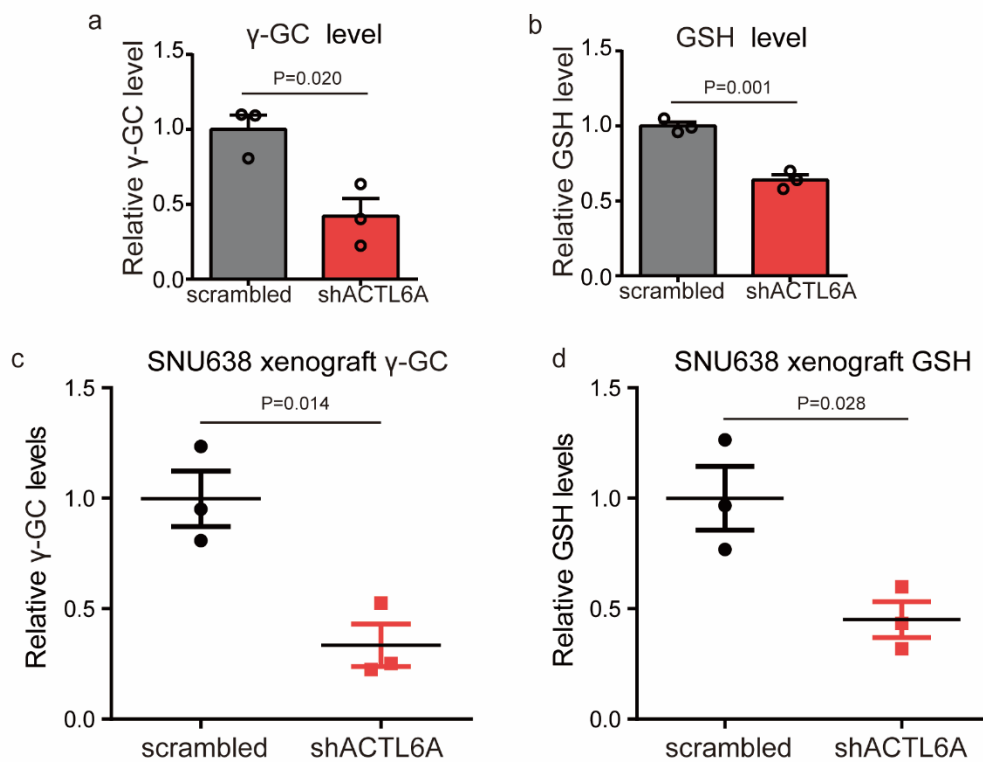

**Supplementary figure 4 ACTL6A impacts GSH de novo synthesis mainly by upregulating  $\gamma$ -glutamyl-cysteine synthesis. a-b.** Intracellular pool levels of  $\gamma$ -GC (**a**) and GSH (**b**) in scrambled and ACTL6A-KD SNU638 cells. The data are presented as the means  $\pm$  SD. n=3 biologically independent experiments. **c-d.** Relative  $\gamma$ -GC (**c**) and GSH (**d**) in xenograft tissues derived from ACTL6A-knockdown or scrambled SNU638 cells in mice determined by LC-MS. The data are presented as the means  $\pm$  SD. n=3 for each group. *P* values were determined by unpaired two-tailed T test for panels **a-d**.

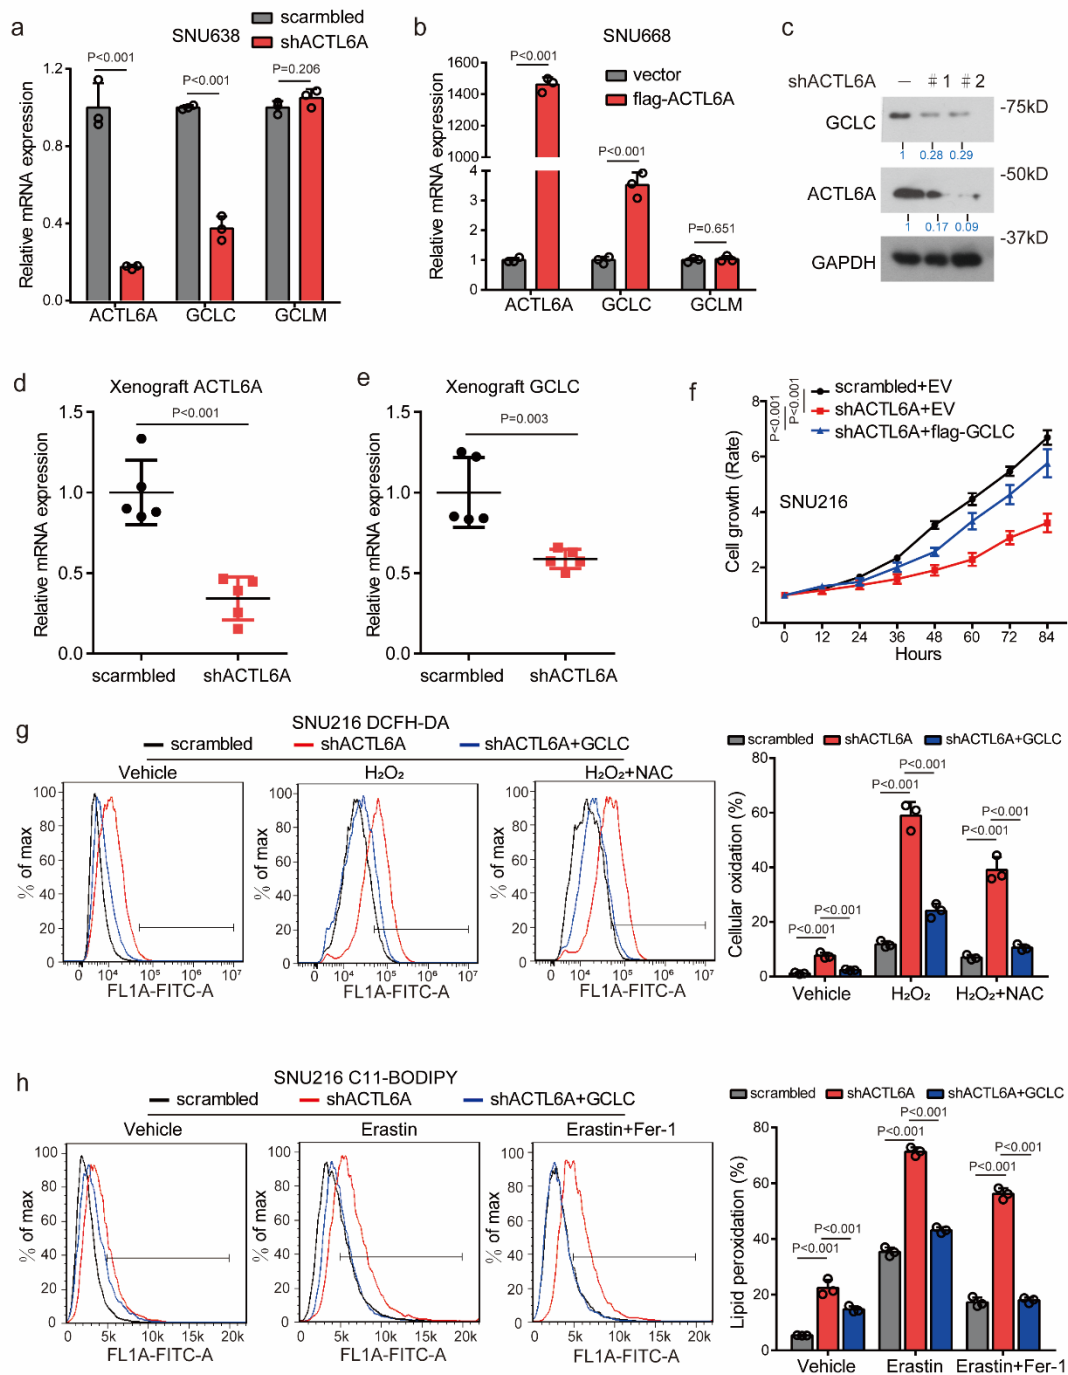

**Supplementary figure 5 ACTL6A inhibits GC cell ferroptosis via regulating GCLC.** **a.** mRNA expression levels of ACTL6A, GCLC and GCLM in SNU638 cells treated with ACTL6A shRNA or scrambled shRNA. Data are presented as the means  $\pm$  SD,  $n=3$  for each group. **b.** mRNA expression levels of ACTL6A, GCLC and GCLM in SNU668 cells transfected with flag-ACTL6A or pcDNA3.1 vector. Data are presented as the means  $\pm$  SD,  $n=3$  biologically

independent experiments. **c.** Immunoblot analysis of the GCLC and ACTL6A protein levels in SNU638 cells treated with ACTL6A shRNA or scrambled shRNA. **d-e.** mRNA expression levels of ACTL6A (**d**) and GCLC (**e**) in xenograft tissues derived from ACTL6A-knockdown SNU638 cells in mice determined. Data are presented as the means  $\pm$  SD, n=5 for each group. **f.** Relative cell growth rate of SNU216 cells treated with ACTL6A shRNA or scrambled shRNA, and transfected with flag-GCLC or pcDNA3.1 vector. The Data are presented as the means  $\pm$  SEM, n=3 biologically independent experiments. **g-h.** Relative DCFH-DA (**g**) and C11-BODIPY (**h**) fluorescence measured by flow cytometry of SNU216 cells with indicated treatment. The data are presented as the means  $\pm$  SD, n=3 biologically independent experiments. *P* values were determined by unpaired two-tailed T test for panels **a-b, d-e, g-h**, and two-way ANOVA followed by Tukey test for panel **f**.

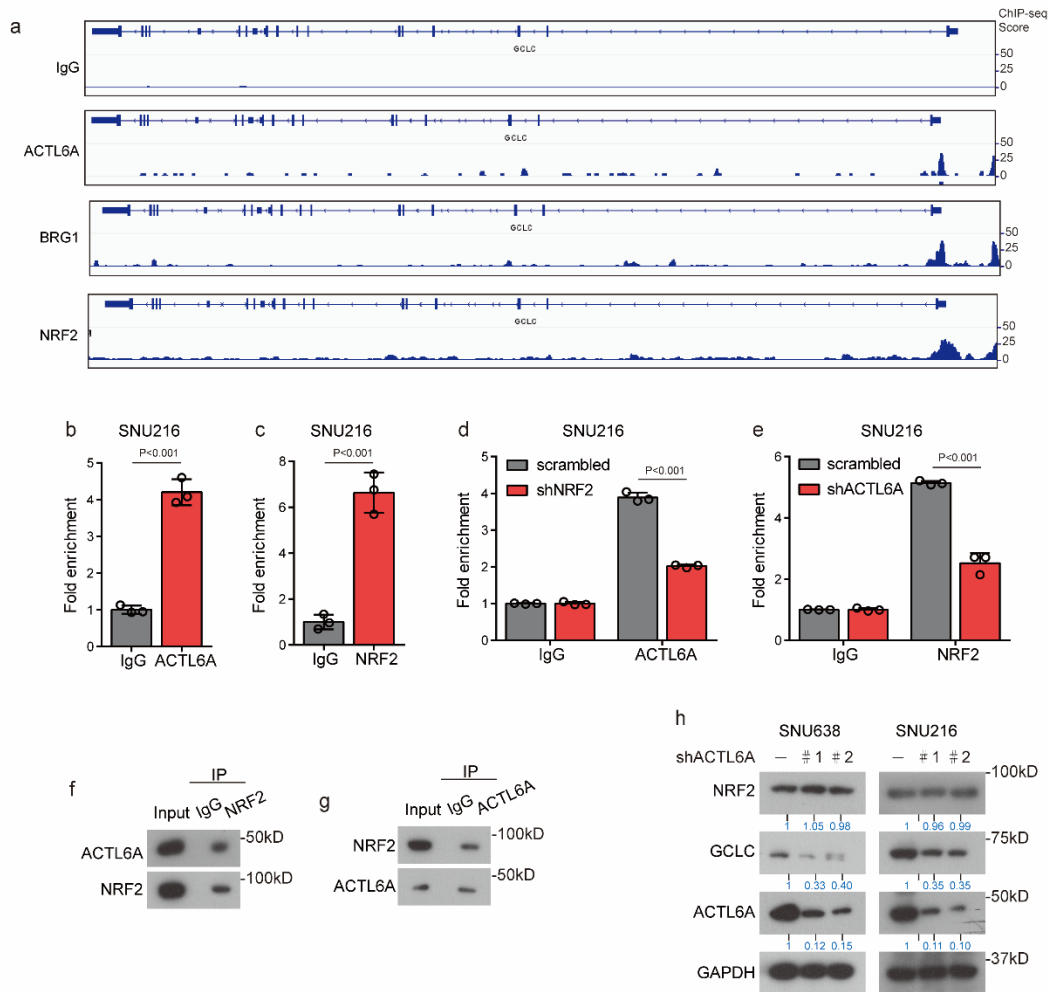

## Supplementary figure 6 ACTL6A transcriptionally regulates GCLC

**dependent on NRF2.** **a.** The entire genomic loci of GCLC in ACTL6A, BRG1 and NRF2 ChIP-seq results. 

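Over GCLC and 10 kb to each side, the ACTL6A list held 2 peaks, the BRG1 list 8 peaks and the NRF2 list 2 peaks. Within the MANE Select transcript and downstream of the TSS peaks, BRG1 had 4 further peaks, starting at 53500173, 53520400, 53527083 and 53529695, with 5 to 8 fragments each. Upstream, near the start of transcript ENST00000616923 at 53548206, BRG1 had a peak from 53548017 to 53548315 and NRF2 one from 53547788 to 53548146. These shared 130 bp, and 0 ACTL6A peaks overlapped them. Another BRG1 peak lay from 53593293 to 53593497, with a fold enrichment of 8.45. The peaks farthest upstream were those of ACTL6A from 53615672 to 53615946 and BRG1 from 53615661 to 53616054, which shared 275 bp. The BRG1 peak ended 916 bp from the start of transcript ENST00000505197 at 53616970, and 417 bp from the 5′ end of LINC01564, a long noncoding RNA gene, at 53616471.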

IgG was used as a control. **b-c.** ChIP assay was performed in SNU216 cells using anti-ACTL6A (**b**) or anti-NRF2 (**c**) antibodies, followed by RT-qPCR with primers recognizing the predicting binding site of NRF2 in the transcriptional start of GCLC. The fold expression of ChIP-enriched mRNAs relative to the input was calculated, presented as the means  $\pm$  SD,  $n=3$  biologically independent experiments. IgG was used as a control. **d.** ChIP assay was performed in SNU216 cells treated with NRF2 shRNA or scrambled shRNA using anti-ACTL6A or anti-IgG antibodies, followed by RT-qPCR with primers recognizing the predicting binding site of NRF2 in the transcriptional start of GCLC. The fold expression of ChIP-enriched mRNAs relative to the input was calculated. The data are

presented as the means  $\pm$  SD, n=3 biologically independent experiments. **e.** ChIP assay was performed in SNU216 cells treated with ACTL6A shRNA or scrambled shRNA using anti-NRF2 or anti-IgG antibodies, followed by RT-qPCR with primers recognizing the predicting binding site of NRF2 in the transcriptional start of GCLC. The fold expression of ChIP-enriched mRNAs relative to the input was calculated. The data are presented as the means  $\pm$  SD, n=3 biologically independent experiments. **f.** Immunoblot analysis of the ACTL6A and NRF2 from anti-NRF2 immunoprecipitates (IP) obtained from SNU216 cells. Immunoglobulin G (IgG) serves as a control. **g.** Immunoblot analysis of the NRF2 and ACTL6A from anti-ACTL6A immunoprecipitates (IP) obtained from SNU216 cells. Immunoglobulin G (IgG) serves as a control. **h.** Immunoblot analysis of the NRF2, GCLC and ACTL6A protein levels in GC cells treated with ACTL6A shRNA or scrambled shRNA. *P* values were determined by unpaired two-tailed T test for panels **b-e**.

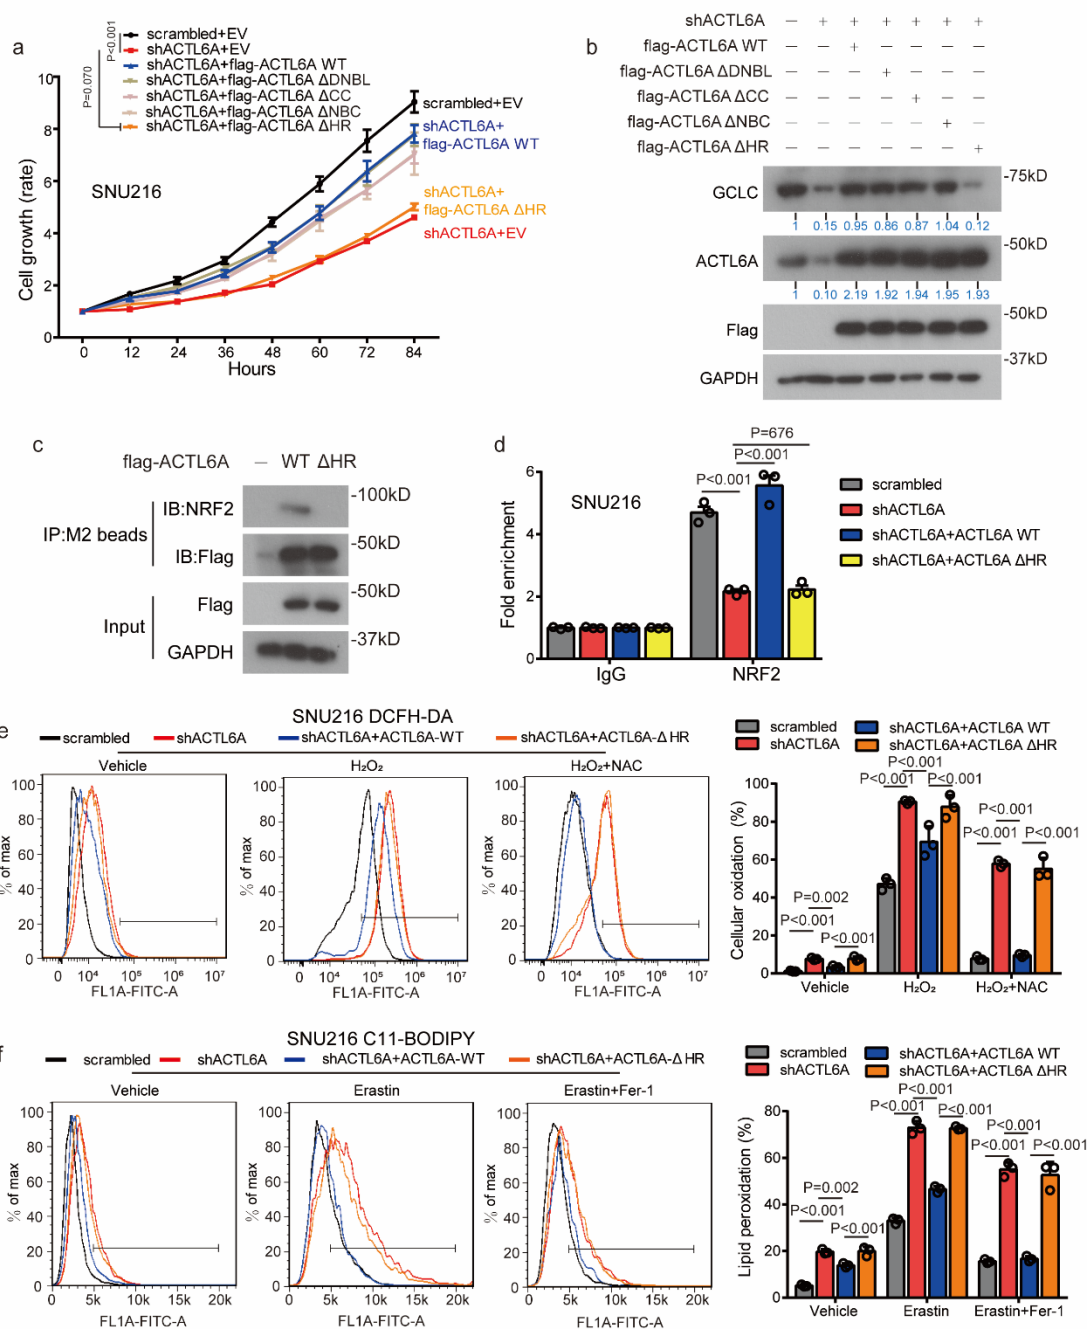

**Supplementary figure 7 The HR domain of ACTL6A is essential in GCLC regulating and ferroptosis.** **a.** Relative cell growth rate of SNU216 cells treated with ACTL6A shRNA or scrambled shRNA, and transfected with flag-ACTL6A-WT, constructs of domain deletion or pcDNA3.1 vector. The data are presented as the means  $\pm$  SEM,  $n=3$  biologically independent experiments. **b.** Immunoblotting analysis of the indicated proteins in cells from (a). **c.** Immunoblot analysis of the indicated proteins from M2 beads immunoprecipitates (IP) and whole cell lysates (input) obtained from SNU216

cells transfected with ACTL6A-WT, ACTL6A- $\Delta$ HR or pcDNA3.1 vector. **d**. ChIP assay was performed in SNU216 cells treated with ACTL6A shRNA or scrambled shRNA, and transfected with ACTL6A-WT, ACTL6A- $\Delta$ HR or pcDNA3.1 vector using anti-NRF2 or anti-IgG antibodies, followed by RT-qPCR with primers recognizing the predicting binding site of NRF2 in the transcriptional start of GCLC. The fold expression of ChIP-enriched mRNAs relative to the input was calculated. The data are presented as the means  $\pm$  SD, n=3 biologically independent experiments. **e-f**. Relative DCFH-DA (**e**) and C11-BODIPY (**f**) fluorescence measured by flow cytometry of SNU216 cells with indicated treatment. The data are presented as the means  $\pm$  SD, n=3 biologically independent experiments. *P* values were determined by two-way ANOVA followed by Tukey test for panel **a**, and unpaired two-tailed T test for panels **d-f**.

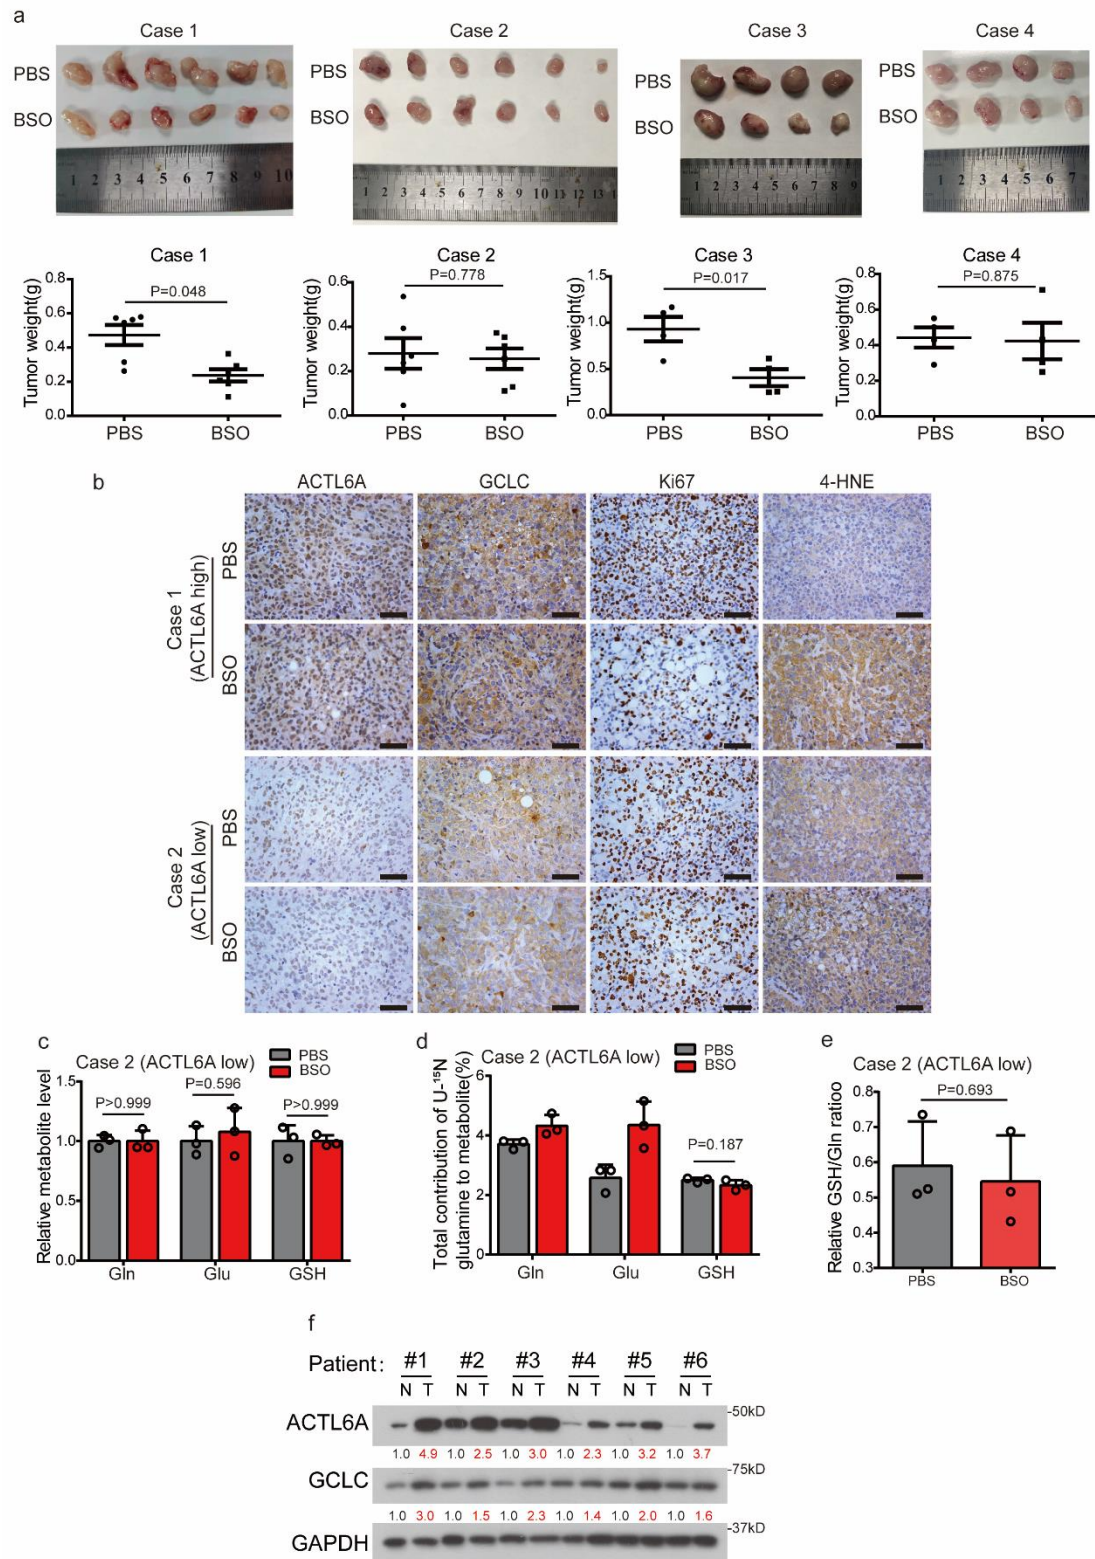

**Supplementary figure 8 PDX tumors with ACTL6A high expression are more sensitive to BSO.** **a.** Images and tumor weight of PDX tumors from 4 cases. Data of tumor weight are presented as the means  $\pm$  SD, n=6 for each group in case 1 and 3, n=4 for each group in case 2 and 4. **b.** IHC analysis of

ACTL6A, GCLC, Ki-67 and 4-HNE staining in PDX tumor tissues generated from case 1 and case 2. Scale bars represent 50  $\mu$ m. **c-e**. Relative intracellular pool levels of glutamine (gln), glutamate (glu) and GSH in case2 (ACTL6A low) PDX tumors (**c**). Incorporation of nitrogen atoms from [U-<sup>15</sup>N] glutamine into glutamine (gln), glutamate (glu) and GSH (**d**). Relative GSH/Gln ratios (**e**). Data are presented as the means  $\pm$  SD, n=3 for each group. **f**. Immunoblotting analysis of ACTL6A and GCLC protein levels from 6 paired samples of GC and normal tissue. *P* values were determined by unpaired two-tailed T test for panels **a**, **c-e**.

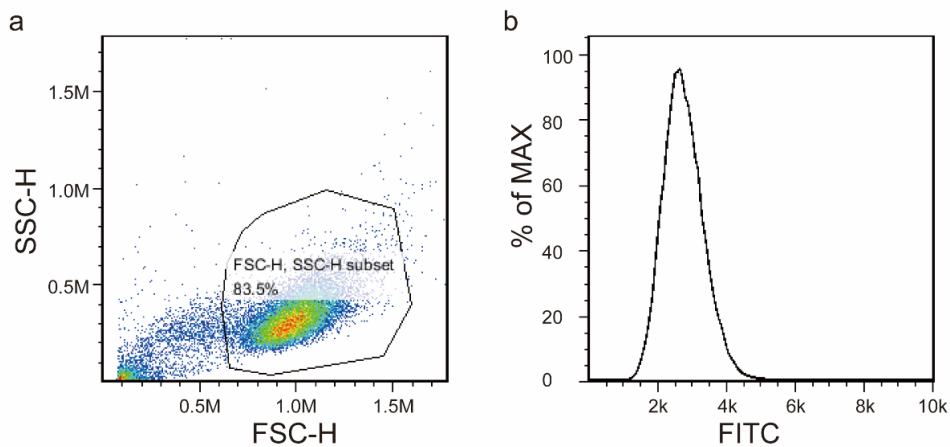

**Supplementary figure 9 Gating strategy of Flow Cytometry in DCFH-DA and C11 BODIPY experiments.** **a**. Live cells were gated from FSC/SSC plot. **b**. Cellular oxidation levels and lipid peroxidation levels of live cells were determined by FITC. The gating panel in (**b**) corresponds to all DCFH-DA and C11-BODIPY experiments.

**Supplementary Table 1 Sequences for shRNAs targeting ACTL6A and NRF2**

| shRNA            | Targeting sequences    |
|------------------|------------------------|
| shACTL6A(3'-UTR) | GCTTTCCTTGAAATGCACTTA  |
| shACTL6A-1       | CCCACCTACTACATAGATACT  |
| shACTL6A-2       | GGTACTTCAAGTGTGAGATTTC |
| shNRF2           | GCACCTTATATCTCGAAGTTT  |

**Supplementary Table 2 Primers for RT-qPCR**

| Gene        | Forward primer sequence     | Reverse primer sequence     |
|-------------|-----------------------------|-----------------------------|
| ACTL6A      | TGGAGGCCATTTCACCTCTAA       | TCTTTGCTCTAGTATTCCACG<br>GT |
| GCLC        | GGAGGAAACCAAGCGCCAT         | CTTGACGGCGTGGTAGATGT        |
| GCLM        | TGTCTTGGAATGCACTGTATC<br>TC | CCCAGTAAGGCTGTAAATGC<br>TC  |
| PTGS2       | CTGGCGCTCAGCCATACAG         | CGCACTTATACTGGTCAAATC<br>CC |
| GPX2        | GGTAGATTTCAATACGTTCCG<br>GG | TGACAGTTCTCCTGATGTCC<br>AAA |
| SLC7A1<br>1 | TCTCCAAAGGAGGTTACCTGC       | AGACTCCCCTCAGTAAAGTG<br>AC  |
| GSR         | CACTTGCGTGAATGTTGGATG       | TGGGATCACTCGTGAAGGCT        |
| GPX4        | GAGGCAAGACCGAAGTAACT<br>AC  | CCGAACTGGTTACACGGGAA        |
| GSS         | GGGAGCCTCTTGCAGGATAAA       | GAATGGGGCATAGCTCACCA<br>C   |
| GLS         | AGGGTCTGTTACCTAGCTTGG       | ACGTTGCAATCCTGTAGATT<br>T   |
| SLC1A5      | TCATGTGGTACGCCCCTGT         | GCGGGCAAAGAGTAAACCCA        |

|        |                       |                             |
|--------|-----------------------|-----------------------------|
| SLC3A2 | TGAATGAGTTAGAGCCCGAGA | GTCTTCCGCCACCTTGATCTT       |
| GAPDH  | GGAGCGAGATCCCTCCAAAAT | GGCTGTTGTCATACTTCTCAT<br>GG |

172

173

174

175

176

177 **Supplementary Table 3 Primers of GCLC promoter for ChIP-qPCR**

| <b>Predicted binding site</b>  | <b>Forward primer<br/>sequence</b> | <b>Reverse primer<br/>sequence</b> |
|--------------------------------|------------------------------------|------------------------------------|
| GRCh38:6:53545016:53<br>545243 | TGTTACCTCATATGGCT<br>GTAGT         | TGGAAAAGATCAAGGAG<br>GCTGA         |

178

# Supplementary material for: ACTL6A protects gastric cancer cells against ferroptosis through induction of glutathione synthesis
**Source:** Nat Commun. 2023 Jul 13;14:4193. doi: 10.1038/s41467-023-39901-8
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

RT-qPCR data were collected by Design and analysis 2.6.0.  
Cell growth curves were collected by incuCyte ZOOM 2016B.  
Cell viability data were collected by PerkinElmer VICTOR Nivo.  
Fluorescence pictures were collected by OLYMPUS cellSens Standard 2.2.  
IHC pictures were collected by ImageViewerG.Ink.

Data analysis

Western blot quantification and fluorescence intensity were analyzed by ImageJ-win64 (v1.48).  
All statistical data analyses were performed using Graphpad Prism 7 software and IBM SPSS Statistics 25.  
Flow Cytometry results were analyzed by FlowJo 7.6.1.  
Gene Set Enrichment Analysis (GSEA) was performed with GSEA\_4.1.0.  
ChIP-seq experiments was analyzed by BWA (v0.7.17-r1188), Fastp (v0.23.0), FastQC (v0.11.9), Deeptools2 (v3.5.1), ATACseqQC (v1.16.0), MACS2 (v2), ChIPseeker (v1.28.3), HOMER (v2), DiffBind (v3.2.7) and clusterProfiler (v3.1).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA array data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE203657. The anti-ACTL6A, anti-BRG1 and anti-NRF2 ChIP-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE216350. Publicly available datasets reported in this paper are from the GEO databases (GSE13911, GSE27342 and GSE13861) and The Cancer Genome Atlas. Source data are provided with this paper.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |                                                                                                                                                                                                                                                           |
|-----------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender | Sex or gender was not considered in the study design.                                                                                                                                                                                                     |
| Population characteristics  | 70.1% (129/184) of them were male, and 29.9% (55/184) were female. 34.8% (64/184) of them were under 59 years old, and 65.2% (120/184) of them were no less than 59 years old. The detailed patient characteristics were listed in Supplementary Table 4. |
| Recruitment                 | We obtained paraffin-embedded samples of primary gastric adenocarcinomas (prepared as Tissue Microarray, TMA) from the Department of Surgery at the Sixth Affiliated Hospital of Sun Yat-sen University.                                                  |
| Ethics oversight            | All samples were collected with the patients' written informed consent and approval from the Sixth Affiliated Hospital of Sun Yat-sen University Review Board (ethics code: 2021ZSLYEC-100).                                                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For in vitro study, all the experiments were repeated at least 3 independent experiments that are commonly used to estimate the effect of the treatment. For animal study, sample size was determined to be adequate based on the magnitude and consistency of measurable differences between groups. |
| Data exclusions | No data were excluded from analyses.                                                                                                                                                                                                                                                                  |
| Replication     | The reproducibility for each analysis confirmed at least two times                                                                                                                                                                                                                                    |
| Randomization   | For in vitro study using cell lines and PDOs, samples were analyzed equally with no sub-sampling and thus there was no requirement for randomization. In in vivo experiments, mice of 4-8 weeks of age were used, which were randomly divided to different treatment groups after cell injections.    |
| Blinding        | Randomization and single blinding were performed when measuring tumor volume (volume = $0.5 \times \text{length} \times \text{width} \times \text{width}$ ) and weight.                                                                                                                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibodies specific for ACTL6A (Abcam, ab3882), GCLC (Abcam, ab190685), NRF2 (Cell Signaling Technology, 12721s), Ki67 (1:400, Cell Signaling Technology, 9449), 4-HNE (1:4000, Abcam, ab46545), flag tag (Sigma, F1804), BRG1 (Proteintech, 21634-1-AP) and GAPDH (Proteintech, 10494-1-AP). IgG control antibody (normal rabbit IgG : Millipore cat.no. 12-370, normal mouse IgG : Millipore cat.no. 12-371) and secondary antibody (Anti-Rabbit IgG antibody, Goat monoclonal: Millipore AP132).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Validation      | Validation statement of each antibody was noted on the manufacturer website:<br>1.anti-ACTL6A: <a href="https://www.abcam.cn/products/primary-antibodies/baf53a-antibody-chip-grade-ab3882.html">https://www.abcam.cn/products/primary-antibodies/baf53a-antibody-chip-grade-ab3882.html</a><br>2.anti-GCLC: <a href="https://www.abcam.cn/products/primary-antibodies/gclc-antibody-ep13475-ab190685.html">https://www.abcam.cn/products/primary-antibodies/gclc-antibody-ep13475-ab190685.html</a><br>3.anti-NRF2: <a href="https://www.cellsignal.com/products/primary-antibodies/nrf2-d1z9c-xp-rabbit-mab/12721">https://www.cellsignal.com/products/primary-antibodies/nrf2-d1z9c-xp-rabbit-mab/12721</a><br>4.anti-Ki67: <a href="https://www.cellsignal.com/products/primary-antibodies/ki-67-8d5-mouse-mab/9449">https://www.cellsignal.com/products/primary-antibodies/ki-67-8d5-mouse-mab/9449</a><br>5.anti-4-HNE: <a href="https://www.abcam.cn/products/primary-antibodies/4-hydroxynonenal-antibody-ab46545.html">https://www.abcam.cn/products/primary-antibodies/4-hydroxynonenal-antibody-ab46545.html</a><br>6.anti-FLAG: <a href="https://www.sigmaaldrich.cn/CN/en/product/sigma/f1804">https://www.sigmaaldrich.cn/CN/en/product/sigma/f1804</a><br>7.anti-BRG1: <a href="https://www.ptglab.co.jp/Products/SMARCA4-Antibody-21634-1-AP.htm">https://www.ptglab.co.jp/Products/SMARCA4-Antibody-21634-1-AP.htm</a><br>8.anti-GAPDH: <a href="https://www.ptglab.co.jp/products/GAPDH-Antibody-10494-1-AP.htm">https://www.ptglab.co.jp/products/GAPDH-Antibody-10494-1-AP.htm</a> |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                |
|-------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | SNU638, SNU216 and SNU668 cells were obtained from KCLB (Korean Cell Line Bank), and HEK 293T cells were obtained from ATCC (American Type Culture Collection) |
| Authentication                                                    | The cell were authenticated by STR profiling                                                                                                                   |
| Mycoplasma contamination                                          | All cell lines were tested negative for mycoplasma contamination.                                                                                              |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                                                                                |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                    |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mice were purchased from GemPharmatech Biotechnology Corporation. 4-8 weeks of BALB/ c-nu/nu mice and NCG mice were used in this study.                            |
| Wild animals            | No wild animals were used in this study.                                                                                                                           |
| Reporting on sex        | Sex was not considered in the study design.                                                                                                                        |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                |
| Ethics oversight        | Animal experiments were approved by the Institutional Animal Care and Use Committee of The Sixth Affiliated Hospital of Sun Yat-sen University (IACUC-2021011501). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                      |
|--------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | GSE216350                                                                                                                                                                                                                                                                                                                                                                                            |
| Files in database submission                                       | anti-ACTL6A: SNU638-ACTL6A_1.fq; SNU638-ACTL6A_2.fq; SNU638-ACTL6A.fpkms.bigwig; SNU638-ACTL6A.peak.bed;<br>anti-BRG1: SNU638-BRG1_1.fq; SNU638-BRG1_2.fq; SNU638-BRG1.fpkms.bigwig; SNU638-BRG1.peak.bed.<br>anti-NRF2: SNU638-NRF2_1.fq; SNU638-NRF2_2.fq; SNU638-NRF2.fpkms.bigwig; SNU638-NRF2.peak.bed.<br>IgG: SNU638-IgG_1.fq; SNU638-IgG_2.fq; SNU638-IgG.fpkms.bigwig; SNU638-IgG.peak.bed. |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | N/A                                                                                                                                                                                                                                                                                                                                                                                                  |

## Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                                                                          |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | These experiments aimed to explore the common binding site of ACTL6A, BRG1 and NRF2. We did not compare after any treatment. Therefore, no replicates was used.                                                                                                                                                                                                                                          |
| Sequencing depth        | anti-ACTL6A: 43,373,174 raw reads, 35,902,116 clean reads.<br>anti-BRG1: 52,726,700 raw reads, 44,678,078 clean reads.<br>anti-NRF2: 57,982,332 raw reads, 57,524,666 clean reads.<br>IgG: 50,777,508 raw reads, 50,308,374 clean reads.<br>All samples have sequences of a single length (150bp).<br>They were paired-end 150bp.                                                                        |
| Antibodies              | A primary antibody (anti-ACTL6A, Abcam, ab3882; anti-BRG1, Proteintech, 21634-1-AP; anti-NRF2, Cell Signaling Technology, 12721s) or IgG control antibody (normal rabbit IgG : Millipore cat.no. 12-370. normal mouse IgG : Millipore cat.no. 12-371)                                                                                                                                                    |
| Peak calling parameters | The bam file generated by the unique mapped reads as an input file, using macs2 software for callpeak with cutoff qvalue < 0.05.                                                                                                                                                                                                                                                                         |
| Data quality            | Raw data (raw reads) of fastq format were firstly processed through in-house perl scripts. In this step, clean data (clean reads) were obtained by removing reads containing adapter, reads containing ploy-N and low quality reads from raw data. 

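The depth stated for the antibodies can be set beside a level recovered from the peaks. The lowest number of fragments expected at any peak of a list, taken as its genome-wide background, was 0.182 for ACTL6A, 0.271 for BRG1 and 1.48 for NRF2. Relative to ACTL6A, clean reads were 1.24-fold for BRG1 and 1.60-fold for NRF2, while the background was 1.49-fold and 8.14-fold. The narrowest peak was 125 bp for ACTL6A, 139 bp for BRG1 and 280 bp for NRF2. Fragment length was not taken into account, so the background is not a measure of depth alone and the ratios need not match. For the IgG libraries the background was 0.0734 in IgG 1 and 1.23 in IgG 2.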

At the same time, Q20, Q30 and GC content the clean data were calculated. All the downstream analyses were based on the clean data with high quality. |
| Software                | BWA (v0.7.17-r1188),<br>Fastp (v0.23.0),<br>FastQC (v0.11.9),<br>Deeptools2 (v3.5.1),<br>ATACseqQC (v1.16.0),<br>MACS2 (v2),<br>ChIPseeker (v1.28.3),<br>HOMER (v2),<br>DiffBind (v3.2.7),<br>clusterProfiler (v3.1)                                                                                                                                                                                     |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

|                           |                                                                                                                                              |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | DCFH-DA or C11-BODIPY staining for 30 min                                                                                                    |
| Instrument                | Beckman CytoFLEX SRT                                                                                                                         |
| Software                  | Flowjo 7.6                                                                                                                                   |
| Cell population abundance | 20,000 cell were recorded for each sample                                                                                                    |
| Gating strategy           | Live cells were gated from FSC/SSC plot. Then cellular oxidation levels and lipid peroxidation levels of live cells were determined by FITC. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: ACTL6A protects gastric cancer cells against ferroptosis through induction of glutathione synthesis
**Source:** Nat Commun. 2023 Jul 13;14:4193. doi: 10.1038/s41467-023-39901-8
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Data 1**

Description: Correlation between expression of ACTL6A-GCLC axis and clinicopathological features of gastric cancer patients

How the deposited data were processed for this re-analysis (not part of the article)

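CUT&Tag libraries of SNU638 cells were compared as lists of peaks, 1 library each for anti-ACTL6A, anti-BRG1 and anti-NRF2 and 2 for IgG. No treatment was compared and no antibody was replicated, so no test between conditions was made and no p-value is given for a difference between lists. The authors sequenced paired-end reads of 150 bp, removed reads with adapter, unknown bases or low quality with their own scripts, mapped the rest with BWA and called peaks with MACS2 at a q-value below 0.05. In each deposited list a peak has a score, which for nearly every peak is 10 times the -log10 q-value. The deposited fold enrichment is a ratio of fragments at the summit to those expected, with a pseudocount of 1 added to both. The deposited -log10 p and -log10 q-values are those of the caller. Which control, if any, was given to the caller is not named in the paper's text.

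From the lists, peaks on chromosomes 1 to 22, X and Y were used, and 0 peaks lay elsewhere. Positions were read on GRCh38 and set against GENCODE release 44. The interval the paper states for the ACTL6A peak at GCLC starts and ends at the same bases as the peak in the list. A peak was at a TSS when within 1 kb of the 5′ end of a protein-coding transcript, and 19689 genes had one. Peaks overlapped when they shared at least 1 bp. Shares have Wilson 95% intervals, which treat peaks as independent and cover counting error only. Random placements (200 per comparison) kept each peak's width and chromosome and avoided unknown bases. They did not match open chromatin or promoters, so they describe a low baseline. The ARE core was searched in 200 bp around each summit and in windows 1 kb to each side. Genes of an NRF2 target list were compared with 10000 random lists of the same size, and no p-value was taken from it.

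The number of fragments at a summit was recovered as the whole number that gives both the deposited fold enrichment and the Poisson p-value, within 0.001 on the -log10 scale. This measure was added after the files had been seen, as were the alternatives that left out peaks shared with an IgG library for the ARE, TSS and target list results. The number of background genes was corrected from gene entries to genes with a protein-coding transcript, and the GCLC region from the MANE Select transcript to the annotated gene with 10 kb to each side, after first values had been seen. The second correction followed the design as first written and brought in the peaks farthest upstream.

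Genes were named by a rule fixed before the data were examined. They are the genes of the RT-qPCR primer table, a list of 24 NRF2 targets written from general knowledge, and the 3 highest peaks of each antibody. The lncRNA near the peak farthest upstream and the upstream peaks of GCLC were described after their values were seen. Alternatives were a -log10 q of at least 5, the highest 5000 peaks, an overlap of at least 50% of both peaks, peaks shared with IgG left out, other distances to a TSS, other forms of the ARE, and another background for the target list.

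The routines were tested on simulated data. A planted overlap share of 30% was found as 30%, all 1218 windows with a planted motif were found and 0 windows without one were called. Fragment numbers were recovered exactly for 100% of 5000 simulated peaks, and 0.1% of simulated peaks with fractional fragments were taken as whole. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, pysam 0.24.0, edlib 1.3.9.post1, matplotlib 3.10.9 and samtools 1.23.1 were used. The ChIP-qPCR, co-immunoprecipitation and expression experiments were not analysed here. The tally over the genes of the RT-qPCR table is not reported here.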

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

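The tests against the IgG lists and of the NRF2 library's depth were chosen only after the result was seen, and the latter replaced a test from an assumed profile whose value had been seen.

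Peaks far upstream of the MANE Select start of GCLC, inside the annotated gene, are not discussed in the paper's text. The IgG libraries had none there. The ACTL6A peak had a -log10 q of 6.36, higher than that of the ACTL6A peak at the TSS, with 8 fragments against 0.329 expected and rank 5007. The BRG1 peak had a -log10 q of 53.1, with 55 fragments against 2.10 expected, rank 859, in the highest 1.76% of its list. Their summits were 3 bp apart, and 0 NRF2 peaks overlapped them. Background that an IgG library also shows is argued against by the 0 IgG peaks at the site, although IgG 1 had few peaks anywhere. An NRF2 library too shallow for strong BRG1 sites is argued against in general, since 65.5% of the 1581 BRG1 peaks with at least 55 fragments overlapped an NRF2 peak. The BRG1 peak ended 916 bp from the start of the longest GCLC transcript, within the 1 kb limit for a TSS, and the ACTL6A peak lay just outside that limit. Among such BRG1 peaks at a TSS the share was 76.9% (Wilson 95% interval 74.2% to 79.4%), and away from a TSS it was 45.9% (41.9% to 49.9%). Why this site had no NRF2 peak remains open. No biological explanation was tested, since the design holds no condition.

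A second site, about the start of an alternative GCLC transcript, had a BRG1 peak with a -log10 q of 13.9 (24 fragments against 2.29 expected) and an NRF2 peak with a -log10 q of 3.67 (17 against 3.81). The paper's text does not discuss it, and neither IgG list had a peak there. The BRG1 peak held 2 matches to the ARE core, TGACTGCGC from 53548204 to 53548212 and TGACTCAGC from 53548249 to 53548257, which lay 58 bp and 103 bp past the end of the NRF2 peak. The ACTL6A list had no peak at the site. Scaling the BRG1 fragments by the ratio at the TSS gave 7.68 ACTL6A fragments expected. With the smallest number called among 2082 like peaks, 5, the chance of missing it was 11.9%, so too few fragments and a lack of ACTL6A cannot be told apart from 1 library. No biological explanation was tested.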

How the results depend on the processing

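The alternatives that left out peaks shared with an IgG library, for the TSS, ARE and target list results, were chosen only after the data were seen. Among 24 results, 88 alternative values were computed, of which 56 moved beyond the 95% interval (for a count, beyond 1.5-fold) and 32 did not. Of these 32, 9 could not have moved and say nothing about stability: 5 kept every sequence in the lists, which held 0 peaks on other sequences, and 4 took part of the 0 IgG peaks over GCLC. Of the other 23, those that dropped only peaks shared with IgG 1 could hardly move. Only 7 ACTL6A, 8 BRG1 and 6 NRF2 peaks overlapped IgG 1, so these alternatives also say little about stability. The target list alternatives without IgG-shared peaks could hardly move either. At a TSS, 0 of the 24 targets had a peak of either IgG library. The rest were not fixed in any of these ways. The cause was not tested except where the alternative's own construction gives it.

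At a -log10 q of at least 5, 6786 ACTL6A, 24145 BRG1, 4622 NRF2, 7 IgG 1 and 1064 IgG 2 peaks remained, as a stricter threshold must lower them. Then 87.7% of ACTL6A peaks overlapped BRG1 and 36.1% NRF2, and 51.3% of NRF2 peaks overlapped ACTL6A. Over GCLC, 1 ACTL6A, 5 BRG1 and 1 NRF2 peaks remained, and the ACTL6A peak at the TSS did not. Among the highest 5000 peaks of each list these numbers were 0, 1 and 1. The BRG1 peak at the TSS was lost there, and the 1 BRG1 peak left was the one farthest upstream, rank 859. The overlap shares were then 55.6%, 44.2% and 43.1%, the shares at a TSS 64.0% (ACTL6A), 65.0% (BRG1) and 59.5% (NRF2), and the ACTL6A peaks overlapping NRF2 54.2% at a TSS and 26.5% elsewhere. The higher overlap at a TSS held in every alternative run. The ARE was then at 11.1% of ACTL6A and 13.5% of BRG1 summits, and 12.5% (ACTL6A) and 33.3% (BRG1) of the target list had a peak. Fewer peaks lower these shares for any list, with a median of 16.7% in random lists. The percentile among random lists rose from 87.2 to 95.2 for BRG1 and from 92.2 to 95.9 for NRF2, and went from 63.3 to 21.6 for ACTL6A. With all peaks and a distance of 10 kb, the percentile fell to 76.1 (BRG1), 86.9 (NRF2) and 47.15 (ACTL6A). With the background limited to genes with a BRG1 peak, it fell to 84.2 (NRF2) and 41.1 (ACTL6A).

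With an overlap of at least 50% of both peaks, the shares were 27.6% (ACTL6A on BRG1), 8.90% (ACTL6A on NRF2) and 23.5% (NRF2 on ACTL6A), and 21.8% at a TSS against 3.29% elsewhere for ACTL6A on NRF2. With peaks shared with either IgG library left out, 18.9% of ACTL6A peaks overlapped NRF2, 52.4% of NRF2 peaks overlapped ACTL6A and 58.9% of NRF2 peaks were at a TSS. Across the fits that each left out one IgG library, the shares ran from 49.6% to 49.7% (ACTL6A on BRG1), from 18.9% to 20.0% (ACTL6A on NRF2) and from 49.8% to 52.4% (NRF2 on ACTL6A), so the change came from IgG 2.

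Within 250 bp, 24.8% of ACTL6A, 24.9% of BRG1 and 48.8% of NRF2 peaks were at a TSS, within 3 kb 35.5%, 37.7% and 55.4%, and with 1 TSS per gene 24.5%, 24.1% and 44.6%. At 3 kb, 42.7% of ACTL6A peaks at a TSS overlapped NRF2. With RTGACNNNGC the ARE shares were 5.18% (ACTL6A), 6.23% (BRG1) and 4.47% (NRF2), with TGANNNNGC 32.9%, 34.8% and 31.4%, and over whole peaks 11.9%, 16.1% and 22.7%. Away from a TSS the BRG1 share was 11.9%. Over whole peaks the NRF2 share was the highest of the 3, where the peaks are also widest.

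No paired analysis was possible because each antibody had 1 library. The ACTL6A library had the fewest fragments per peak, which limits what its missing peaks can show.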

Differences from the paper's values

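The interval the paper states for the ACTL6A peak at GCLC was the interval in the list. The legend of Fig. 6b places the predicted NRF2 site in the peak. The sequence printed there, read by eye, had 0 exact matches in the ACTL6A peak, and its match within the gene lay 23993 bp upstream of the TSS, in no peak. Of the patterns searched, TGANNNNGC had 1 match in the NRF2 peak at the TSS and 0 in the ACTL6A and BRG1 peaks there. The ChIP-qPCR primers for GCLC in Supplementary Table 3 flanked chromosome 6 from 53569078 to 53569264, 187 bp. The reverse primer matched exactly and the forward with 1 edit. This amplicon lay 23835 bp from the ACTL6A peak and 20763 bp from the nearest peak of any list, and it held the printed sequence. The paper places the tested site near the TSS, and the amplicon was in an intron of transcript ENST00000505197, 23977 bp upstream of the MANE Select TSS.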

Other observations

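The tests of the peaks shared with IgG 2, of the IgG 1 depth, of IgG-shared and promoter peaks on the ARE share, of IgG-shared ACTL6A peaks, of a cell line variant and of the genome build were chosen only after the result was seen. The test of IgG 2 as the caller's control replaced a count whose value had been seen. The design holds no condition, so no biological explanation was tested for the patterns here.

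The highest NRF2 peaks were largely those of IgG 2. Of the highest 100 NRF2 peaks 95% overlapped an IgG 2 peak, of the highest 1000 45.5% did, and of all NRF2 peaks 11.2% did. For the highest 100 peaks of the other antibodies the shares were 34% (ACTL6A) and 7% (BRG1). Of the NRF2 peaks shared with IgG 2, 1.28% lay at a TSS against 58.9% of the others. This cannot test background that appears with any antibody. Only 1.66% of IgG 2 peaks lay at a TSS, so peaks chosen for overlapping them had to be rare there. Of the IgG 2 peaks, 58.0% overlapped an NRF2 peak, 20.8% an ACTL6A peak and 17.0% a BRG1 peak, so sharing was unequal. The NRF2 and IgG 2 lists were also alike in background (1.48 and 1.23) and in median fragments (17 each). ACTL6A and BRG1 had lower values, with backgrounds of 0.182 and 0.271 and medians of 6 and 10 fragments. Unequal sharing thus cannot be told apart from such differences between libraries. Background that appears with any antibody stays open as an explanation. IgG 2 as the control given to the caller is argued against, since the fragments expected in the NRF2 list were 0.105 times the scaled IgG 2 fragments (median of 991 shared peaks, from 0.0377 to 0.328 between the 5th and 95th percentile). IgG 1 had far fewer peaks than IgG 2, and its lower depth is a candidate explanation, since the background level of IgG 2 was 16.8 times that of IgG 1. That level is not a measure of depth alone.

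ACTL6A and NRF2 peaks overlapped mostly at a TSS. Promoters with strong BRG1 signal, in both lists for that reason, are argued against as the whole cause. Among 12512 genes with a BRG1 peak the odds ratio of an NRF2 peak with and without an ACTL6A peak was 5.66, and 2.79 within 10 groups of like BRG1 signal. BRG1 signal could thus account for part of the overlap. Other properties of open promoters were not tested.

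The ARE was no more frequent at NRF2 summits than at BRG1 summits. NRF2 peaks shared with IgG are argued against as the whole cause of the lower share, since without them it was 10.2%, against 11.5% for BRG1. Relative to flanks, leaving them out raised NRF2 from 1.45 to 1.52, the ratio of BRG1, so they could account for the lower ratio. Promoter peaks are argued against, since away from a TSS it was 9.08% against 11.9% for BRG1. At a TSS the shares were 10.2% (Wilson 95% interval 9.36% to 11.1%) for NRF2 and 10.4% (9.93% to 10.9%) for BRG1, intervals that overlap. The flanks of these peaks had 5.96% for NRF2 and 6.94% for BRG1, so relative to flanks NRF2 was the higher at a TSS, and it was the lower away from one (1.22 against 1.52). For less precise summits in wide NRF2 peaks, the share over whole peaks was 1.20 times the flank share for NRF2 and 1.34 times for BRG1. This ratio falls as windows widen and NRF2 peaks are wider, so the explanation cannot be told apart from the effect of width and stays open.

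About as many ACTL6A peaks lacked a BRG1 peak as had one. Weak ACTL6A peaks near the calling threshold may explain this, since 95.1% of the highest group of 5 by -log10 q overlapped BRG1 and 10.0% of the lowest did. Background shared with IgG is argued against, since the share was 49.6% without such peaks.

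The sequence of Fig. 6b and the ChIP-qPCR primers lay outside the ACTL6A peak at GCLC. A single-base cell line variant against the reference is argued against, since the sequence had at least 3 mismatches everywhere in the peak and each primer at least 9 edits. Another genome build, used for the sequence and the primers, cannot be told apart from other reasons. The stated interval and the peak started 0 bp apart, but the interval is the peak of the list and says nothing about the build used for either.

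Of the 24 NRF2 targets, 10 had an NRF2 peak at a TSS (41.7%, percentile 92.2 among 10000 random lists), 10 an ACTL6A peak (percentile 63.3) and 18 a BRG1 peak (75.0%, percentile 87.2). The targets with NRF2 peaks included NQO1, HMOX1 and TXNRD1. The reference gene GAPDH also had peaks of all 3 antibodies at a TSS, so such peaks were not specific to glutathione genes. GPX2 had none. The 3 highest ACTL6A peaks lay on chromosome X (156030356 to 156030739, nearest gene WASH6P), chromosome 8 (12194158 to 12194861, FAM86B1) and chromosome 22 (18730453 to 18730737, FAM246B). For BRG1 they lay on chromosome 16 (1025243 to 1025709, SOX8), chromosome 8 (12193923 to 12195070, FAM86B1) and chromosome X (156030170 to 156030739, WASH6P). For NRF2 they lay on chromosome 3 (93470358 to 93470800, PROS1), chromosome 4 (49149161 to 49149850, CWH43) and chromosome 18 (107161 to 109442, USP14). All overlapped an IgG peak except the ACTL6A and BRG1 peaks on chromosome 8, 208 bp from FAM86B1. The other genes are only the nearest ones and are not shown to be targets. For NRF2 their starts lay 503066 bp (PROS1), 162800 bp (CWH43) and 49900 bp (USP14) from the summit. The distance was 96624 bp for FAM246B, 43626 bp for SOX8, and 9652 bp (ACTL6A) and 9658 bp (BRG1) for WASH6P.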
